# PBMC fixation and processing for Chromium single-cell RNA sequencing

**DOI:** 10.1186/s12967-018-1578-4

**Published:** 2018-07-17

**Authors:** Jinguo Chen, Foo Cheung, Rongye Shi, Huizhi Zhou, Wenrui Lu, CHI Consortium, Julián Candia, Yuri Kotliarov, Katie R. Stagliano, John S. Tsang

**Keywords:** Fixation, Methanol, SSC, PBMC, Primary cells, Droplet-based single-cell RNA-Seq, Chromium

## Abstract

**Background:**

Interest in single-cell transcriptomic analysis is growing rapidly, especially for profiling rare or heterogeneous populations of cells. In almost all reported works investigators have used live cells, which introduces cell stress during preparation and hinders complex study designs. Recent studies have indicated that cells fixed by denaturing fixative can be used in single-cell sequencing, however they did not usually work with most types of primary cells including immune cells.

**Methods:**

The methanol-fixation and new processing method was introduced to preserve human peripheral blood mononuclear cells (PBMCs) for single-cell RNA sequencing (scRNA-Seq) analysis on 10× Chromium platform.

**Results:**

When methanol fixation protocol was broken up into three steps: fixation, storage and rehydration, we found that PBMC RNA was degraded during rehydration with PBS, not at cell fixation and up to 3-month storage steps. Resuspension but not rehydration in 3× saline sodium citrate (SSC) buffer instead of PBS preserved PBMC RNA integrity and prevented RNA leakage. Diluted SSC buffer did not interfere with full-length cDNA synthesis. The methanol-fixed PBMCs resuspended in 3× SSC were successfully implemented into 10× Chromium standard scRNA-seq workflows with no elevated low quality cells and cell doublets. The fixation process did not alter the single-cell transcriptional profiles and gene expression levels. Major subpopulations classified by marker genes could be identified in fixed PBMCs at a similar proportion as in live PBMCs. This new fixation processing protocol also worked in several other fixed primary cell types and cell lines as in live ones.

**Conclusions:**

We expect that the methanol-based cell fixation procedure presented here will allow better and more effective batching schemes for a complex single cell experimental design with primary cells or tissues.

**Electronic supplementary material:**

The online version of this article (10.1186/s12967-018-1578-4) contains supplementary material, which is available to authorized users.

## Background

The study of individual immune cells, the fundamental unit of immunity, has recently transformed from phenotypic analysis only to both phenotypic and transcriptomic analysis [1, 2]. This shift has been driven by the rapid development of multiple single-cell technologies in the last few years [3, 4]. Rather than studying population-averaged measurement, the modern single-cell RNA sequencing (scRNA-Seq) approaches have proved invaluable for identifying cell subtypes, especially rare cell populations; discovering highly variable genes contributing to cell-to-cell heterogeneity; and measuring individual cell responses to specific stimuli. Compared with the previously existing methods such as sorting-based microwell plates or microfluidics-based Fluidigm C1 [5], droplet-based techniques have enabled processing of tens of thousands of cells in a quick and unbiased way with trivial effect on cells [6]. Commercially available Chromium system manufactured by 10× genomics greatly improves the cell capture efficiency and standardizes the protocol [7]. Hundreds to tens of thousands of cells are processed in under 7 min, with cell lysis beginning immediately after encapsulation into a droplet environment. It has emerged as the most widely used platform in the field of single-cell sequencing.

The current scRNA-Seq protocols usually require using live cells. Molecular analysis of live cells, however, can be hindered by a variety of factors. Specifically, certain primary cell types, such as blood monocytes, rapidly undergo changes once isolated from whole blood. Fixation can stop cell stress/perturbation during the experiment. For complex experimental designs, development of preservation storage and successful resuscitation methods across a diverse number of cell types is essential for disconnecting time and location of sampling from subsequent single-cell sequencing experiments. Cell fixation can ease the logistic coordination. When multiple samples are analyzed, technical variation is commonly found in high throughput data [8]. Cell fixation may reduce batch and other confounder effects. In addition, samples acquired from individuals infected with highly infectious pathogens, such as HIV or HCV, are often restricted to facilities with biosafety containment. These samples must be fixed/killed prior to processing and analysis outside of an appropriate biosafety facility. Therefore, cell fixation would eliminate potential barriers to studying single-cell transcriptomes. Moreover, fixing cells provides a snapshot of cellular states at a given time point, i.e. samples can be analyzed at the same physiological state.

The ideal fixation method should be simple, efficient, and have little or no impact on the transcriptome (Additional file 1: Table S1). Some recent studies have indicated that cells fixed by denaturing fixative can be used in single-cell sequencing [9, 10]. Alles et al. have developed a simple methanol-based fixation protocol [9]. Cells are dehydrated with pre-chilled 80% methanol and then stored at − 20 or − 80 °C for up to several months. After rehydration in PBS, the fixed cells can be applied to subsequent profiling of single-cell transcriptomes by Drop-seq. The single-cell sequencing can be successfully performed with fixed cell lines such as HEK, 3T3, Hela, or fixed primary cells from some tissues such as *Drosophila* embryos and mouse brain. However, their protocol does not work in most primary cell types including lymphatic and immune relevant tissues such as peripheral mononuclear cells (PBMC), which are important targets of single-cell RNA-Seq. These cell types contain higher content of proteases and RNases than brain tissue (RNase Activity in Mouse Tissue, ThermoFisher TechNotes 12-3). Another issue not yet well addressed is whether there is RNA leakage or loss after cell fixation which could happen even if there is no RNA degradation [11]. In addition, single-cell analysis usually skips the RNA isolation step. If RNA leaks through the pores on the cell membrane into the suspension, the ambient (background cell-free) RNA concentration will go increase. When sequencing, these background reads cannot be related back to any specific cell.

To remedy these problems, we assessed these methanol-based fixation protocols [9, 10] and broke up the cell prep method into three sub-steps: (1) methanol fixation, (2) storage at − 20 °C, and (3) resuspension with PBS, to determine the steps at which the RNA degrades and loss occurs. We found that RNA from PBMCs was almost completely degraded during rehydration with PBS, not during cell fixation and storage. Resuspension in 3× saline sodium citrate (SSC) buffer instead of PBS protected PBMC RNA with RNA integrity number (RIN) greater than 8.0. We demonstrate that the methanol-fixed, SSC-resuspended PBMCs can be successfully implemented into the 10× Chromium standard scRNA-Seq workflows.

## Methods

### Single cell preparation

Human PBMCs were obtained from anonymous, healthy donors from the NIH Blood Bank. Cells were separated with LeucoSep tube filled with Ficoll-Paque-plus (GE Healthcare, Pittsburgh, PA) according to the manufacturer’s instruction. CD8+ cells were isolated from PBMC using Dynabeads™ CD8 Positive Isolation Kit (TermoFisher Scientific, Waltham, MA). Three other primary cells including Human Lung Microvascular Endothelial Cells (HMVEC-L), Human Bone Marrow Stromal Cells (BMSC) and mouse spleen cells were kindly provided by our collaborators. Culture cell lines, including KLM1, 293T and MEF were harvested with trypsin–EDTA and single-cell suspension was prepared following 10× Genomics Single cell protocols: Cell preparation guide (CG00053, Rev C). Both PBMC and cell lines were washed twice to remove ambient RNA and finally resuspended in 1× PBS (calcium and magnesium free) containing 0.04% BSA. Cell concentration and viability were determined twice on a Guava^®^ easyCyte Single Sample Flow Cytometer (MilliporeSigma, Burlington, MA) using Guava^®^ ViaCount^®^ Assay. Cells with viability of greater than 90% were used and kept on ice for fixation and single cell RNA-Seq analysis.

### Cell fixation and post-fixation processing for Chromium™ scRNA-Seq

Methanol fixation was adapted from Alles et al. [9] and Cao et al. [10]. Between ~ 0.1 × 10^6^ (limited sample) and 1.0 × 10^6^ cells (general sample) in 1 volume (50 or 200 µl) of cold PBS-0.04% BSA were fixed with 4 volumes (200 or 800 μl) of 100% methanol (CH_3_OH, pre-chilled to − 20 °C). To avoid cell clumping, methanol was added dropwise, while gently stirring the cell suspension with micropipette tip. The cells were fixed at − 20 °C for 30 min and then stored at − 20 or − 80 °C until use (for up to 3 months). In order to check RNA quality and quantity, the cells were collected right after fixation (no wash step) or after storage and lysed in QIAzol. Total RNA was isolated and purified with miRNeasy kit (Qiagen, Hilden, Germany).

For resuspension, cells were removed from − 20 or − 80 °C and kept at 4 °C throughout the procedure. Fixed cells were pelleted at 1000 g for 5 min. Methanol-PBS solution was completely removed. The cells were then resuspended in a small volume of cold SSC cocktail (3× SSC-0.04% BSA-1% SUPERase·In™ − 40 mM DTT) to keep a density of about 2000 cells/µl. 20× SSC was purchased from KD Medical, Columbia, MD, SUPERase·In™ from Ambion, Austin, TX and dithiothreitol (DTT) from Invitrogen, Grand Island, NY.

The cell suspension was recounted before gel bead-in-emulsion (GEM) generation. For control of RNA quality after resuspension, cells were resuspended in the above SSC or PBS at 4 °C for 30 min. A 50 µl cell suspension aliquot was mixed with 700 µl of QIAzol followed by total RNA isolation as above. Assessment of RNA quality was performed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA).

### Full-length ds-cDNA synthesis using template switching technology

SMART-Seq v4 Ultra-low Input RNA kit for Sequencing (Takara, Mountain View, CA) was used to generate full-length ds-cDNA from total RNA according to the manufacturer’s instruction. This kit incorporates the Clontech’s SMART^®^ (Switching Mechanism at 5′ End of RNA Template) technology. Briefly, 8 ng of the control RNA was used as the template. First-strand cDNA synthesis from control RNA was primed by the 3′ SMART-Seq CDS Primer II A and used the SMART-Seq v4 Oligonucleotide for template switching at the 5′ end of the transcript. The full-length ds-cDNA from the SMART sequences was amplified by Long Distance PCR. PCR-amplified cDNA was validated using Agilent’s High Sensitivity DNA Kit. Successful cDNA synthesis and amplification should yield no product in the negative control, and a distinct peak spanning 400–10,000 bp, peaked at ~ 2500 bp for the positive control RNA sample, yielding approximately 3.4–17 ng of cDNA as described in the manual.

### Single-cell encapsulation, library preparation and sequencing

Droplet-based single-cell partitioning and single-cell RNA-Seq libraries were generated using the Chromium Single-Cell 3′ Reagent v2 Kit (10× Genomics, Pleasanton, CA) as per the manufacturer’s protocol based on the 10× GemCode proprietary technology [7]. Briefly, a small volume (< 4 µl) of single-cell suspension at a density of some 2000 cells/µl was mixed with RT-PCR master mix and immediately loaded together with Single-Cell 3′ Gel Beads and Partitioning Oil into a Single-Cell 3′ Chip. The Gel Beads were coated with unique primers bearing 10× cell barcodes, unique molecular identifiers (UMI) and poly(dT) sequences. The chip was then loaded onto a Chromium Controller (10× Genomics) for single-cell GEM generation and barcoding. RNA transcripts from single cells were reverse-transcribed within droplets to generate barcoded full length cDNA using Clontech SMART technology. After emulsion disruption, cDNA molecules from one sample were pooled and pre-amplified. Finally, amplified cDNAs were fragmented, and adapter and sample indices were incorporated into finished libraries which were compatible with Illumine next-generation short-read sequencing. The final libraries were quantified by real -time quantitative PCR and calibrated with an in-house control sequencing library. The size profiles of the pre-amplified cDNA and sequencing libraries were examined by Agilent Bioanalyzer 2100 using a High Sensitivity DNA chip (Agilent).

Two indexed libraries were equimolarly pooled and sequenced on Illumina NextSeq 500 system using the NextSeq 500 High Output v2 Kit (Illumina, San Diego, CA) with a customized paired end, dual indexing (26/8/0/98-bp) format according to the recommendation by 10× Genomics. Using proper cluster density, a coverage around 250 M reads per sample (3000–5000 cells) was obtained corresponding to at least 50,000 reads/cell.

### scRNA-Seq data preprocessing, alignment, gene quantification and QA/QC

The sequencing data was analyzed using the Cell Ranger Pipeline (version 2.0.1) to perform quality control, sample demultiplexing, barcode processing, alignment and single-cell 3′ gene counting. Samples were demultiplexed with *bcl2fastq* v2.19.1.403 based on the 8-bp sample index, 10-bp UMI tags, and the 16-bp GemCode barcode. The 98-bp-long read 2 containing the cDNA sequence was aligned using STAR against the GRCh38 human reference transcriptome. UMI quantification, GemCode, and cell barcodes filtering based on error detection by Hamming distance were performed as described by Zheng et al. [7]. Only confidently mapped, non-PCR duplicates with valid barcodes and UMIs were used to form an unfiltered data matrix. The barcodes with total UMI counts exceeding 10% of the 99th percentile of the expected recovery cells (default = 3000) were considered to contain cells and selected to produce a filtered gene-barcode matrix for further analysis. “Genes and transcripts (UMI counts) per cell” was used to compare the sensitivity of scRNA-Seq before and after cell fixation. “Fraction Reads in Cells” was determined by the fraction of cell-barcoded, confidently mapped reads with cell-associated barcodes to check the background of cell-free (ambient) RNA in cell suspension.

Single-cell RNA-Seq data QA/QC was also run on Partek Flow single cell module (Build version: 6.0.17.1206), and hg38_ensembl_release90_v2 was used for gene/feature annotation. Any PBMC with more than 7% of mitochondrial UMI counts was considered to be a low-quality cell [12]. PBMC GEMs with greater than 2500 genes expressed or CD8 GEMs with more than 2000 detected genes were checked in order to determine the rate of doublets. Any gene detected in less than three cells or a cell with less than 200 genes detected was excluded for downstream data analysis.

### Normalization and correlation of gene expression levels

Each individual sample was normalized separately by cell RNA content as default setting in “cellranger count” pipeline. Only genes that were detected in at least three cells were included for the correlation and comparison, which used the mean of each gene expression across all cells. Fresh and fixed paired samples were also analyzed together with “cellranger aggr”. It normalizes multiple runs to the same sequencing depth (default = mapped) and then re-computes and produces a new single gene-barcode matrix containing all the data for correlation analysis.

### PCA and tSNE analysis for cell clustering and classification, and data visualization

The Cell Ranger count and aggr pipelines were used to run secondary analysis. Before clustering the cells, Principal Component Analysis (PCA) was run on the normalized, log-transformed, centered and scaled gene-barcode matrix to reduce the number of feature (gene) dimensions. The pipeline adopts a python implementation of IRLBA algorithm. This produced a projection of each cell onto the first N principal components (default N = 10). It did not filter out any “low-quality” genes and cells as described above and previously [12] and used by Seurat package before PCA analysis. After running PCA, t-distributed Stochastic Neighbor Embedding (t-SNE) was run to visualize cells in a 2-D space. Clustering is then run to group cells together that have similar expression profiles, based on their projection into PCA space. Two clustering methods were performed: graph-based and k-means. Cell Ranger also produced a table indicating which genes were differentially expressed in each cluster relative to all other clusters. Classification of PBMCs was inferred from the annotation of cluster-specific genes, and was based on expression of some well-known markers of immune cell types (marker-based classification, Additional file 2: Table S2). Loupe™ Cell Browser (v2.0) was used to view the entire dataset and interactively find significant genes, cell types, and substructure within cell clusters.

## Results

### RNA integrity was lost during rehydration with PBS, not during cell fixation and storage

Methanol is one of the most commonly used denaturing and precipitating fixatives for nucleic acid [10, 13, 14] and chromatin study [15]. It dehydrates cells/tissues, causing proteins and nucleic acids to denature and precipitate in situ. The complete removal of the fixative, even trace amounts, from the tissue or cell suspension must be carried out because it may impede subsequent processes or reactions. The cells are first pelleted and then washed with and resuspended in PBS, which is the most commonly used buffer. However this fixation and processing method causes RNA degradation [9, 16] and loss [11] in many types of cells, especially primary cells such as PBMC. To explore when RNA loses its integrity, we broke up the methanol fixation and processing procedure into three sub-steps: 80% methanol fixation, storage at − 20 °C and rehydration (resuspension) with PBS. At the end of each step, total RNA was checked with Bioanalyzer. As shown in Fig. 1, RNA within PBMC was kept almost intact after methanol fixation and storage at − 20 °C for up to 3 months. High quality, intact RNA with RIN > 8 could also be extracted from fixed KLM1 cells after storage in 80% methanol for 2 months. In addition, RNA content per cell did not change significantly during fixation and storage. However, RNA from PBMC resuspension in PBS after two-round washes had undergone extensive degradation (Fig. 1b), and completely degraded in 30 min. RNA quality from fixed KLM1 and 293T cell lines was also compromised with RIN < 8 after 30 min of incubation (Additional file 3: Figure S1b).

**Fig. 1:**
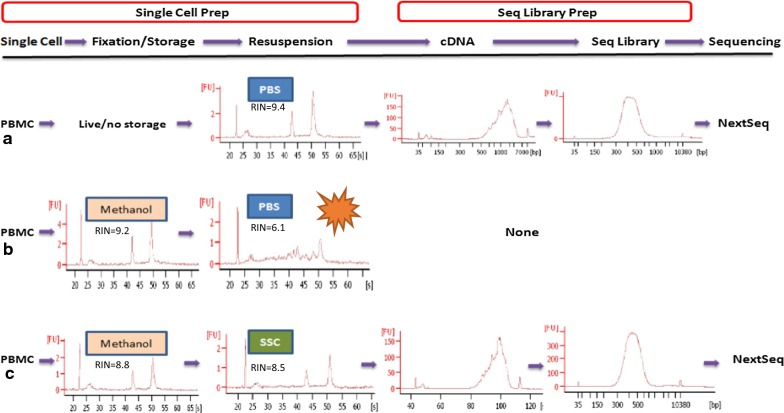
Experimental workflow of cell preparation and single-cell RNA-Seq. Donor PBMCs that were either live (**a**) or fixed (**b**, **c**) were analyzed their whole transcriptome at a single cell resolution. PBMCs in cold PBS (**b**, **c**) were fixed by adding 4 volumes of chilled methanol dropwise and then stored at − 20 or − 80 °C for up to 3 months. Right before scRNA-Seq, the PBMCs were resuspended in PBS (**b**) or SSC (saline sodium citrate, **c**). At the end of each step, the RNA quality was examined. **b** Fixed PBMC RNA was degraded during rehydration with PBS and could not generate sequencing library. **c** Fixed PBMCs resuspended in ×3 SSC preserved RNA integrity with RIN > 8.0 (confirmed in four different donors’ PBMCs) and were successfully implemented into 10× Chromium standard scRNA-Seq workflows as live PBMCs (**a**)

### Resuspension in 3× SSC buffer preserved PBMC RNA integrity

In order to find an appropriate resuspension solution, several RNA stabilization/preservation reagents or buffers were tested, including RNAlater and RNA protect, and finally 3× or 5× SSC proved to be a good medium for the conservation of the fixed PBMCs and prevention of cellular RNA degradation. As shown in Additional file 3: Figure S1a, RNA remained intact with RIN > 8.0 when methanol-fixed cells were resuspended in 3× SSC or higher for 30 min. In addition, small RNAs such as 5S RNA were still retained in total RNA product. It is reported that smaller DNA fragments might be lost at concentrations of 10× SSC or less during membrane transfer and hybridization. In contrast, even high concentration (5%) of RNasin (Premega) or SUPERase·In™, a non-DTT-dependent formulation which offers broader protection against RNase, alone did not prevent fixed PBMC RNA from degradation. We also did not find protective effect of 40 mM DTT alone on PBMC RNA, which previously reported as working in three cell lines [17]. RNase inhibitor and DTT are the common components in reverse transcription reaction. They were thus added to the SSC suspension cocktail. BSA was also included in the SSC cocktail because fixed cells are sticky. BSA can block their nonspecific binding to tube. The protective effect of this SSC cocktail was confirmed in other three donors’ fixed PBMCs and one of isolated CD8+ T cells. It was also verified in three other primary cell types, including HMVEC-L, BMSC and mouse spleen cells and three cell lines such as KLM1, 293T and MEF (Additional file 3: Fig. S1b). Because of the high density of 3× SSC, cells in SSC suspension could not be pelleted before RNA isolation. At this point we could not know whether there was RNA leakage from cytoplasm to the medium (ambient RNA) after fixation and resuspension.

### Diluted SSC buffer did not have major impact on reverse transcription

SMART-Seq v4 Ultra-low Input RNA kit for Sequencing was used to investigate the possible inhibitory effect of SSC buffer on reverse transcription because it adapts the same chemistry to generate full-length ds-cDNA as Chromium Single Cell 3′ Reagent v2 Kit [7]. Different volumes of SSC were added to RT reaction solution with the control RNA sample provided in the kit. As shown in Fig. 2a, 0.5× SSC did significantly suppress the cDNA synthesis, however when SSC was lowered to 0.125×, there was no inhibitory effect. The cDNA showed similar size distribution (600–9300 bp), peak (~ 2100 bp) and yield (8–10 ng) as those of control sample. Thus, this final concentration was used in the subsequent 10× reverse transcription reaction. It will not limit the number of cells loaded into the 10× chip if the cell concentration is high.

**Fig. 2:**
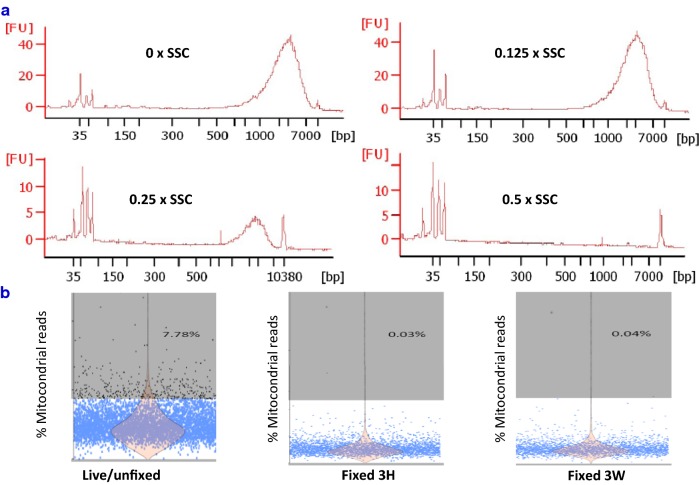
Diluted SSC neither interfered with full-length cDNA conversion nor produced low quality cells. **a** When SSC was diluted to ×0.125, there was no inhibitory effect on SMART technology-based reverse transcription. The cDNA showed similar size distribution, peak and yield as that from control sample. Thus this final concentration was used in the subsequential scRNA-Seq. It will not limit the number of cells loaded into the ×10 chip if the cell concentration is high. **b** The percentage of 37 mitochondrial gene reads was calculated. High percentage (7% or higher highlighted in grey color) means cell suffered strong stress, and are broken or damaged to some degrees. Fixation did not increase these “low quality cells”

### Low-quality cells and cell doublet rate were not elevated after fixation processing

An increase in the proportion of transcripts from mitochondrial genes is believed to indicate low-quality cells that are broken or damaged to some degrees [12]. We thus investigated if fixation processing resulted in more “low quality cell”. The percentage of 37 mitochondrial gene reads was calculated in each cell. 

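The PBMC data came from 4 Chromium libraries of single cells. Donor X gave a live library, a library of cells fixed in methanol for 3 h and a library of cells fixed for 3 weeks, and Donor Y gave a library of cells fixed for 3 weeks. The fixed cells were resuspended in the SSC cocktail. The live library of Donor Y was not analysed here. For each library the authors deposited raw UMI counts, made with Cell Ranger on the GRCh38 reference, for the barcodes that it called as cells. The live library of Donor X held 4975 barcodes and 21408901 UMIs. The library fixed for 3 h held 2933 barcodes and 7409001 UMIs, and that fixed for 3 weeks 2826 barcodes and 9342864 UMIs. The fixed library of Donor Y held 3899 barcodes and 16398781 UMIs. Each condition had 1 library, so there are no replicates and no test between conditions was made for a single cell source. Shares are given with exact Clopper-Pearson intervals, medians with exact intervals from order statistics, and ratios of summed counts with Poisson intervals, all at 95%. These intervals cover counting error only. The matrices hold 13 genes whose symbol starts with MT-, and the mitochondrial share of a barcode is the percentage of its UMIs on these genes.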

High percentage (7% or higher) means cell suffered strong stress, leading to loss/leakage of cytoplasmic RNA, while mitochondrial located mRNA transcripts are protected by two layers of mitochondrial membranes. The proportion of mitochondrial mRNA had elevated in 7.78% of live PBMC sample after single-cell preparation (Fig. 2b); however, this proportion went down to less than 1% in fixed cells. Thus, fixation processing did not seem to cause a rise in low-quality cells. In contrast, fixation prevented the PBMC from further stress/perturbation during prolonged cell manipulation.

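More than 7% mitochondrial UMIs were found in 386 of the 4975 barcodes of live PBMC from Donor X (7.76%, interval 7.03 to 8.54%). The same held for 1 of 2933 barcodes after 3 h of fixation (0.0341%, 0.000863 to 0.190%) and for 1 of 2826 after 3 weeks (0.0354%, 0.000896 to 0.197%). A threshold of 5% moved these shares most, to 28.0% of the live barcodes, 0.409% at 3 h and 0.354% at 3 weeks. The median mitochondrial share fell as well, from 3.98% (3.93 to 4.04%) in live cells to 1.55% (1.53 to 1.58%) and 1.53% (1.52 to 1.55%). Without the barcodes above 7%, the live median was 3.83%. The fall was present in the 3 classes compared, those with most barcodes. In T-like or NK-like barcodes the median went from 3.39% to 1.41% at 3 h and 1.43% at 3 weeks, in B-like barcodes from 4.21% to 1.85% and 1.74%, and in myeloid-like barcodes from 5.61% to 1.85% and 1.71%. From the smaller share above the threshold, the paper proposes that fixation processing did not raise the number of low-quality cells.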

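Lists of immediate early genes, which are transcribed within minutes of a disturbance, and of heat shock genes were followed in PBMC of Donor X. Of 15 immediate early genes, 11 had at least 50 UMIs over the live and the fixed library. On CPM, the median log2 ratio of fixed over live was 0.53 at 3 h, with 8 genes higher and 3 lower, and 0.68 at 3 weeks, with 7 higher and 4 lower. On the scale of mean expression per barcode, the median of all genes with at least 50 UMIs shifted by -0.70 at 3 h and -0.50 at 3 weeks, and the list stood at -0.20 at 3 h, below the live cells, and at 0.18 at 3 weeks. Relative to the median of all genes, the list was higher by 0.50 and 0.67 on that scale and by 0.40 and 0.72 on CPM. Its median lay at percentile 99.8 at 3 h among 10000 lists of genes matched in expression, and at percentile 99.98 at 3 weeks. At 3 h, FOS had a log2 ratio of CPM of 0.80 and JUNB of 1.05, while JUN had -0.30, JUND -0.33 and KLF6 -0.37. The 4 genes with fewer UMIs, which the list leaves out, were all lower at 3 h, and 3 of them at 3 weeks. The 10 heat shock genes had medians of 0.19 and 0.16, at percentiles 67.6 and 67.4, and stood 0.06 and 0.21 above all genes on the scale of means per barcode. The paper states that fixation prevented further stress of the PBMC.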

Fixed cells are sticky. In order to assess whether fixed PBMCs easily aggregate to form doublets or multiplets, the GEMs with high number of detected genes were examined. These populations usually contain more than one cell. Partek Flow QC data indicated this ratio was kept low after fixation (Additional file 4: Figure S2). In addition, fixation did not induce a microscopically detectable increase in cell aggregates. 

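More than 2500 genes were detected in 84 of the 4975 barcodes of live PBMC from Donor X (1.69%, 1.35 to 2.09%), in 14 of 2933 after 3 h of fixation (0.477%, 0.261 to 0.800%) and in 16 of 2826 after 3 weeks (0.566%, 0.324 to 0.918%). The number of genes detected rises with the number of UMIs. When live barcodes were thinned at random to 56.4% of their UMIs, the ratio of the medians at 3 h, 0.0804% of them (0.0219 to 0.206%) stayed above the threshold. At 72.6%, the ratio at 3 weeks, it was 0.342% (0.199 to 0.547%). The alternative that moved the shares most was a threshold at 2 times the median UMIs of each library, which 4.50% of live barcodes passed, 7.43% at 3 h and 7.11% at 3 weeks. A barcode that holds a T cell and a B cell should carry genes of both. After thinning to 1000 UMIs, at least 2 UMIs of CD3D, CD3E, CD3G and TRAC together with at least 2 of CD79A, CD79B and MS4A1 were found in 1 of 4975 live barcodes (0.0201%, 0.000509 to 0.112%), 8 of 2681 at 3 h (0.298%, 0.129 to 0.587%) and 8 of 2822 at 3 weeks (0.283%, 0.123 to 0.558%). Free RNA in the droplets can add to such counts. The paper states that the ratio of GEMs with many genes stayed low.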

Methanol-fixed PBMCs remained visible as single, intact round cells with sizes similar to those of live ones.

### Fixation processing preserved single-cell RNA profiling and gene expression levels

To determine if methanol-fixed, SSC-conserved PBMCs can be applied to droplet-based 10× Chromium scRNA-Seq, we fixed two vials of fresh PBMCs from donor DTM-X, stored at − 20 °C for 3 h (3H) or 3 weeks (3W), and constructed the scRNA-Seq libraries from these fixed cells resuspended in a small volume of the SSC cocktail described previously. The sequencing matrix was shown in Additional file 5: Table S3. The cDNA and finally libraries in Bioanalyzer traces appeared indistinguishable between fixed and live samples (Fig. 1). The sequence reads from three datasets (one live and two fixed) had similar alignment percentage to reference transcriptome. The medium genes and UMIs detected per fixed PBMC (Fig. 3a) showed somewhat lower than those per fresh PBMC. The drop rate was about 20% in Donor X PBMC, Donor Y PBMC and CD4+ cells (Additional file 5: Table S3), indicating a consistent conversion efficiency of the system. 

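Table S3 lists these cells as CD8+, which were isolated from PBMC with magnetic beads. A live library and a library of fixed cells resuspended in the SSC cocktail were sequenced, and raw UMI counts were made as for the PBMC. The live library held 5662 barcodes and 21051170 UMIs, and the fixed library held 4753 barcodes and 13427888 UMIs. The time of storage of the fixed CD8+ cells is not used here.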

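In PBMC of Donor X the median number of UMIs per barcode was 4063 (4006 to 4107) in live cells, 2291 (2239 to 2357) after 3 h of fixation and 2950.5 (2902 to 2998) after 3 weeks. These are drops of 43.6% (41.2 to 45.5%) and 27.4% (25.2 to 29.3%). The median number of genes was 1174 in live cells, 832 at 3 h and 944.5 at 3 weeks, which are drops of 29.1% (27.6 to 31.0%) and 19.5% (18.0 to 21.4%). In CD8+ cells the median fell from 3491 to 2721 UMIs, a drop of 22.1% (20.0 to 24.1%), and from 981 to 831 genes, a drop of 15.3% (14.0 to 16.6%). Fixed PBMC of Donor Y had medians of 3373 UMIs and 997 genes. Against the paper's reported values of 4250 UMIs and 1186 genes for live PBMC of Donor Y, these are drops of 20.6% and 15.9%. In Donor X the drop in UMIs was 45.7% at 3 h and 31.6% at 3 weeks in T-like or NK-like barcodes, 42.4% and 32.8% in B-like barcodes, and 37.2% and 4.08% in myeloid-like barcodes. The 4.08% also depends on the make-up of that class, where CD14 monocyte-like barcodes fell from 20.3% to 13.0% of the library. Medians from live to 3 weeks went from 3246 to 3011.5 in these, from 6533 to 4586 in CD16 monocyte-like and from 9094 to 5061.5 in dendritic-like barcodes. In other myeloid-like barcodes they went from 4590 to 3911. The alternative that moved the drop in genes most was to thin each barcode to 1000 UMIs. The median number of genes was then 448 (444 to 451) in live PBMC, 454 (450 to 458) at 3 h and 447 (442 to 451) at 3 weeks. In CD8+ cells it was 406 (405 to 407) in live and 413 (411 to 414) in fixed cells. At equal depth fixed CD8+ cells thus had slightly more genes, while the intervals of live and fixed PBMC overlap. Thinning left out 252 barcodes at 3 h, 4 at 3 weeks and 194 of fixed CD8+ cells, but no live barcodes. From drops of about the same size the paper reasons that the conversion efficiency of the system was stable.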

The number of detected genes was still much higher than that reported with version 1 reagent by 10× company [7]. In addition, their average gene expression levels were highly correlated (Pearson’s correlation test, r = 0.95–0.97, Fig. 3b), especially between two fixed PBMC samples (r = 0.98) from one donor fixed at the same time but preserved for different duration and sequenced separately, demonstrating this new fixation method is quite reproducible. 

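For each gene, the counts of a barcode were scaled to the median UMI total of its library and averaged over all barcodes. Across the 14215 genes detected in at least 3 barcodes of both libraries, Pearson's r of the log2 means was 0.970 between PBMC of Donor X fixed for 3 h and live. It was 0.964 across 14335 genes between cells fixed for 3 weeks and live cells, and 0.974 across 13777 genes between both fixed libraries. These are 3 of 7 such correlations computed. Genes are not independent replicates, so no p-value is given. The alternative that moved r most in PBMC was the log2 of the mean plus 1, which gives genes of low expression less weight: r was then 0.981, 0.981 and 0.995. Spearman's rho was 0.976, 0.968 and 0.979. Within classes of cells, r between 3 h and live was 0.963 in T-like or NK-like, 0.900 in B-like and 0.949 in myeloid-like barcodes, and between 3 weeks and live it was 0.957, 0.906 and 0.944. From the correlations, above all that between both fixed samples, the paper concludes that the fixation method is reproducible.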

In theory, there is no biologically up- or down-regulation of gene expression after methanol fixation. 

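The ratio of mean expression in fixed over live PBMC of Donor X was computed from the same scaled means. Over all genes the median log2 ratio was -0.67 at 3 h and -0.46 at 3 weeks. On CPM it was 0.14 and -0.01. At 3 h, 229 of 14215 genes were higher by a ratio of 2 or more and 3521 were lower by as much. At 3 weeks these were 374 and 2621 of 14335 genes. A ratio is a size and not a test, and genes with few UMIs can reach it by counting error. The counts fell most with a filter on mean expression. With a scaled mean of at least 0.25 UMI per barcode in both libraries, 0 of 845 genes were higher and 231 lower at 3 h, and 3 of 1036 were higher and 78 lower at 3 weeks. On CPM and without the filter, 1007 genes were higher and 309 lower at 3 h, and 919 were higher and 732 lower at 3 weeks.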

We did find that only 2 or 15 gene expression levels increased with two or more fold change after fixation for 3 h or 3 weeks respectively. They are more likely due to technical not biological variations.

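A mean of at least 0.25 UMI per barcode before scaling in both libraries was reached by 965 genes at 3 h and 1149 at 3 weeks. Of these, genes that can depend on the donor, such as HLA genes and those on the sex chromosomes, were passed over. Among the rest, the highest ratio of CPM was that of CD14 (ENSG00000170458, GRCh38 chromosome 5 from 140631728 to 140633700). CD14 had 2689 UMIs in live PBMC of Donor X, 3382 at 3 h and 5607 at 3 weeks, a ratio of 3.63 (3.45 to 3.82) and of 4.78 (4.56 to 5.00). AC090498.1 had ratios of 2.88 and 3.23, and PSMB10 of 2.64 and 2.86. CRIP1 and C1orf56 had a ratio of 2.65 at 3 h. CEBPD (chromosome 8 from 47736913 to 47738164) reached 4.07 and S100A8 2.77 at 3 weeks. On the scale of mean expression per barcode, the ratio of CD14 was 1.69 at 3 h and 2.68 at 3 weeks. The 5 lowest ratios at either time were those of MT-ND1 (mitochondrial genome from 3307 to 4262) at 0.181 and 0.195, MT-ND2 at 0.194 and 0.192, MT-ND3 at 0.244 and 0.240, and MT-ATP6 at 0.253 and 0.243, followed by MT-ND4. Within myeloid-like barcodes alone, the ratio of CD14 was 3.50 (3.32 to 3.69) at 3 h and 4.03 (3.84 to 4.23) at 3 weeks. Other genes of monocytes went different ways there. FCN1 had ratios of 2.14 and 2.32, CEBPD of 2.35 and 3.71 and S100A8 of 1.94 and 2.24, while LYZ had 0.682 and 0.703 and VCAN 0.833 and 0.573. The paper proposes technical variation as the reason for the genes that rose.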

**Fig. 3:**
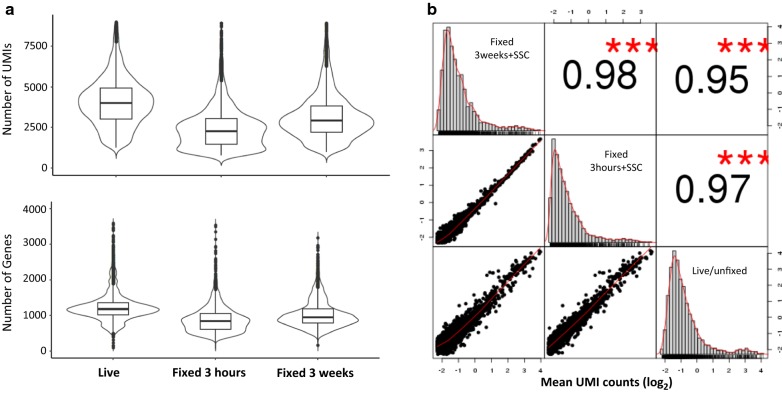
Fixation processing preserves single-cell RNA profiling and gene expression levels. **a** Fixation did not affect the sensitivity of the single cell analysis. The UMI and genes detected per cell were slightly lower after fixation. The drop rate is about 20% in Donor X PBMC, Donor Y PBMC and CD4+ cells, indicating a consistent conversion efficiency of the system. The number of detected genes was still much higher than that reported with version 1 reagent by ×10 company. **b** Gene expression levels (mean UMI/gene/across all cells) showed a high similarity among live and fixed cells, especially between two fixed PBMC samples fixed at the same time but preserved for different duration (3H and 3W) and sequenced separately, indicating our fixation method is highly reproducible. Only 2 and 15 gene expression levels increased with two or more fold changes after fixation for 3 h and 3 weeks respectively. ***p < 0.001

When methanol-fixed KLM1 was resuspended in PBS, their RNA was partially degraded (Fig. 4a) and its “fraction reads in cells” was only 53.8%, much lower than that from live sample (Fig. 4b). 

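KLM1, a cultured cell line, gave 3 libraries: live cells, fixed cells rehydrated in PBS and fixed cells resuspended in the SSC cocktail. Raw UMI counts were made as for the PBMC. The live library held 2436 barcodes and 76777897 UMIs, the library in PBS 2646 barcodes and 57842740 UMIs, and the library in SSC 3239 barcodes and 99682907 UMIs. The share of reads in cells needs the barcodes outside the cells, which were not analysed here. MALAT1, an RNA that stays in the nucleus, had 8709.7 CPM in live cells and 22777 in fixed cells in PBS, while NEAT1, another nuclear RNA, had 855 and 529. Mitochondrial genes took 7.99% of all UMIs in live cells and 3.46% in PBS.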

The genes and UMI counts detected also dropped by 20 and 30% respectively (Additional file 5: Table S3), which also happened in other reported cell lines [9]. In contrast, KLM1 samples resuspended in SSC cocktail had much higher percent UMI counts associated with cell barcodes, indicating low ambient cell-free RNA. 

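The median number of UMIs per barcode was 28739 (28232 to 29255) in live KLM1 cells and 19924.5 (19637 to 20165) in PBS, a drop of 30.7% (28.6 to 32.9%). The median number of genes fell from 5220 (5174 to 5269) to 4191.5 (4158 to 4248), a drop of 19.7% (17.9 to 21.1%). After thinning to 5000 UMIs per barcode, the median number of genes was 1761 in live cells and 1810 in PBS, so that the drop in genes was absent at equal depth. Across 18589 genes, r of mean expression between both libraries was 0.976, and 278 genes were higher and 5899 lower in PBS by a ratio of 2 or more, with a median log2 ratio of -0.68 over all genes. On CPM the median was -0.13, and 895 genes were higher and 1666 lower.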

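Fixed KLM1 cells in SSC had a median of 28363 UMIs per barcode (27877 to 28783), a drop of 1.31% from live cells whose interval includes 0 (-1.95 to 4.71%). Their median of 4937 genes (4894 to 4985) was a drop of 5.42% (3.65 to 7.12%). The 3 libraries were sequenced to different saturation. From the paper's reported saturation of 45.5% in live cells, 35.3% in PBS and 20.8% in SSC, and assuming equal sampling of molecules, full sequencing would give 38564 molecules in the median live barcode, 32600.2 in PBS and 73682 in SSC. These are changes of -15.5% in PBS and 91.1% in SSC. When the number of barcodes was made equal by keeping those of highest UMI total, the median number of UMIs in SSC was above that of live cells, a drop of -11.9%, and that of genes a drop of -0.211%. At 5000 UMIs per barcode the median number of genes in SSC was 1919.

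**Figure D1:**
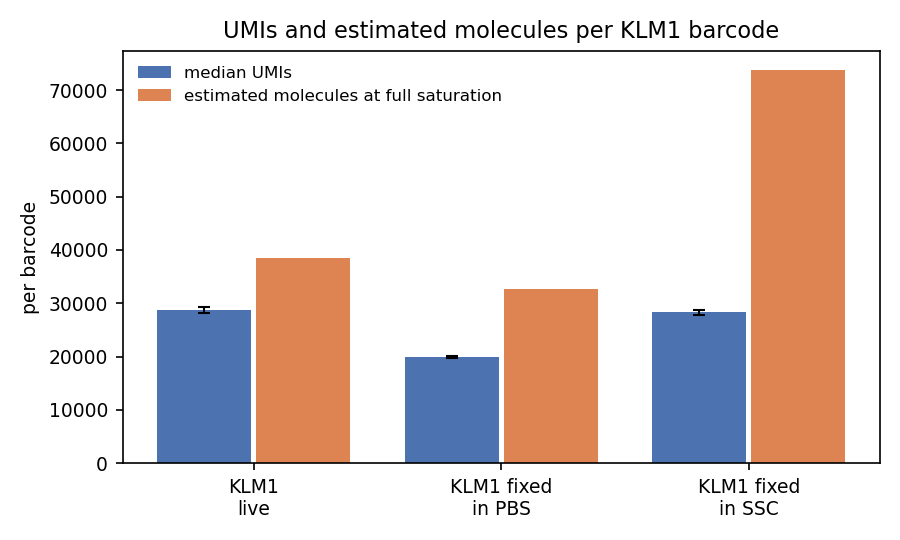
Median UMIs per barcode and estimated molecules per barcode in live KLM1 cells and in fixed cells in PBS and in SSC, the latter estimated from the paper's sequencing saturation. The median UMIs of live cells and cells in SSC are close, at 28739 and 28363, while the estimated molecules are 38564 and 73682.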

The genes and UMI counts detected were almost the same as those of live KLM1 cells (Fig. 4c). In summary, SSC not only deterred RNA from degradation but also prevented the cytoplasmic RNA leakage after the fixative was removed.

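In SSC, MALAT1 had 8391 CPM and NEAT1 363, and mitochondrial genes took 2.14% of all UMIs. The correlation of mean expression with live cells was 0.933 across 18320 genes, and with cells in PBS 0.954 across 18029 genes. By a ratio of 2 or more, 2365 genes were higher and 6059 lower in SSC than in live cells. With a scaled mean of at least 0.25 in both libraries these were 1251 and 869 of 6729 genes. Among 6966 genes with a mean of at least 0.25 UMI per barcode before scaling in both libraries, the highest ratios of CPM over live cells were those of TUBA1B (ENSG00000123416, chromosome 12 from 49127782 to 49131397) at 12.8, with 279940 UMIs in SSC and 16881 in live cells, ACAT2 at 11.6, DKK1 at 10.3, KPNA2 at 10.1 and LDHA at 9.66. The lowest were those of GABRP at 0.0908, HIST1H4C at 0.0953, EPB41L4A-AS1 at 0.115, TRIM56 at 0.118 and MT-ND1 at 0.123. Whether the live and the fixed KLM1 cells came from the same culture was not examined. From the RNA quality, the reads in cells and the genes and UMIs detected, the paper concludes that SSC kept RNA from degradation and from leaking out of the cells.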

**Fig. 4:**
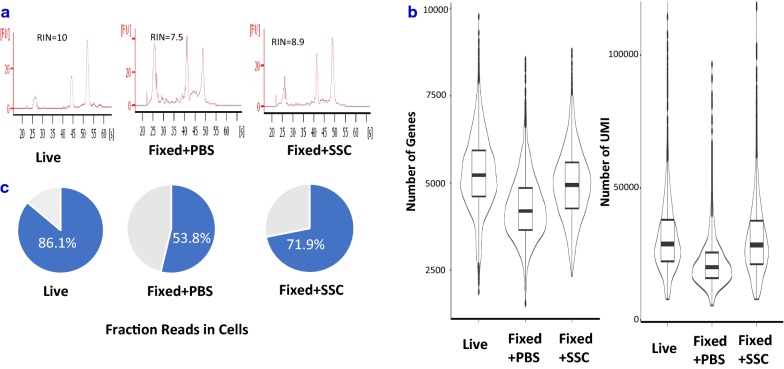
RNA quality and sequencing performance also improved in methanol-fixed KLM1 cells resuspended in SSC. **a** RNA was partially degraded in fixed KLM1 cells rehydrated in PBS. Cells resuspended in SSC kept RNA high quality. **b** The genes and UMI counts detected dropped about 20 and 30% respectively in PBS-rehydrated KLM1 cells while almost no drop in SSC-resuspended cells. **c** “Fraction reads in cells” in PBS-rehydrated KLM1 cells was very low, indicating leakage of RNA from cells. In contrast, KLM1 samples resuspended in SSC had much higher “fraction reads in cells”, meaning it prevented the cytoplasmic RNA leakage after the fixative was removed

### Distinct subpopulations could be detected in fixed PBMCs

To characterize cellular heterogeneity among fixed PBMCs, PCA was run on the top 1000 variable genes ranked by their normalized dispersion as described by Zheng et al. [7]. 

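Each PBMC library was clustered alone. Barcodes were normalized for their UMI total and put on a log scale, the 1000 genes of highest normalized dispersion were scaled, and Leiden clustering at resolution 1 was run on 15 nearest neighbours in 10 principal components. Clusters were named only from lists of marker genes, with names such as T-like that describe markers and not sorted cells. A cluster got a name when at least 3 markers of 1 type were raised in it. In fixed PBMC of Donor Y this gave 17 clusters. The number moved most at resolution 0.5, which gave 12 clusters, and resolution 2 gave 21.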

Graph-based clustering identified nine distinct cell clusters in one fixed sample from donor DTM-Y (Fig. 5b), which were visualized in two-dimensional projection of t-SNE. To identify cluster-specific genes, differential expression of each gene was calculated between that cluster and the average of the rest of clusters. Some well-known markers of immune cell types (Additional file 2: Table S2) were detected in 3W fixed cell clusters and were used for classification of PBMCs (Fig. 5c). Examination of these cluster-specific genes revealed major subpopulations of PBMCs at expected ratios (StemCell Technologies, Document #23629): ~ 55% T cells (enrichment of CD3D in clusters 2, 3, 4, 6 and 8), ~ 7% NK cells (enrichment of NKG7 in cluster 9), ~ 9% B cells (enrichment of CD79A in cluster 7) and ~ 27% myeloid cells (enrichment of S100A8 in clusters 1 and 5). 

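In fixed PBMC of Donor Y, 62.4% of the 3899 barcodes were T-like or NK-like (60.8 to 63.9%), 8.77% B-like (7.90 to 9.70%), 26.6% myeloid-like (25.3 to 28.1%) and 2.21% megakaryocyte-like (1.77 to 2.72%). T-like clusters held 45.8% (44.2 to 47.4%) and NK-like clusters 16.6% (15.4 to 17.8%) of all barcodes. Resolution 2 moved these shares most, to 57.8% for T-like or NK-like and 12.2% for NK-like. CD3D was detected in 88.6% of T-like barcodes, and in 7.88% of NK-like barcodes, with median depths of 3233 and 2356 UMIs. NKG7 was found in 99.7% of NK-like and in 15.2% of B-like barcodes, the latter at a median of 2569.5 UMIs. CD79A was found in 98.8% of B-like and 1.39% of NK-like barcodes. S100A8 was detected in 99.7% of myeloid-like barcodes at a median of 6363 UMIs, but also in 90.4% of T-like and 88.0% of B-like barcodes, where its level was 748 and 772 CPM against 14303 in myeloid-like barcodes. The like level in both classes leaves free RNA open as its source. The paper states that the ratios of the subpopulations were those known for PBMC.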

Finer substructures were detected with the T cell cluster: clusters 2, 3, 4 and 8 were CD4+ T cells (IL7R-enriched), whereas cluster 6 was CD8+ T cells (CD8A-enriched). However, the boundaries among CD4+ and CD8+ and NK cells were blurred. This observation is in agreement with the report from Zheng et al. [7]. 

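Genes that mark different lymphocytes were found together in single barcodes. After thinning to 1000 UMIs, CD8A and NKG7 were both detected in 6.13% of 2432 T-like or NK-like barcodes of fixed PBMC from Donor Y (5.21 to 7.15%), IL7R and NKG7 in 11.3% (10.1 to 12.7%), and IL7R and CD8A in 3.12% (2.47 to 3.90%). In Donor X the shares were 5.75%, 10.1% and 3.06% of 3041 barcodes in live PBMC, 5.84%, 10.1% and 3.13% of 1695 at 3 h, and 6.02%, 8.48% and 2.57% of 1710 at 3 weeks, where the counting intervals overlap those of live PBMC. Free RNA can add to such pairs. At full depth, IL7R was detected in 4.39% and CD8A in 3.22% of B-like barcodes of Donor Y. In T-like barcodes IL7R was detected in 71.4% and CD8A in 27.6%, and in NK-like barcodes in 6.49% and 4.79%.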

To identify subpopulations within the myeloid population, k-means clustering was further applied in cluster 1 and 5. Three subtypes were found: CD14+ monocyte (CD14-enriched), CD16+ monocyte (FCGR3A-enriched) and dendritic cells (FCER1A-enriched). 

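The myeloid-like barcodes of Donor Y were clustered again alone, which gave 10 clusters. Of all barcodes of the library, 431 were CD14 monocyte-like, 90 CD16 monocyte-like and 95 dendritic-like, and the dendritic-like share was 2.44% (1.98 to 2.97%). The other myeloid-like clusters had fewer than 3 raised markers of any of these types. CD14 was detected in 99.8% of CD14 monocyte-like barcodes at 2162 CPM, and in 9.80% of T-like barcodes at 31.7. FCGR3A was detected in 96.7% of CD16 monocyte-like barcodes at 1702 CPM, and in 5.80% of CD14 monocyte-like barcodes at 11.4, with median depths of 6731.5 and 5082 UMIs. FCER1A was detected in 76.8% of dendritic-like barcodes, at 1384 CPM, and in 2.32% of CD14 monocyte-like barcodes at 4.39, with a median depth of 9007 UMIs in the former.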

Overall, the above results demonstrated that all major subtypes could be detected in our fixed PBMC sample using scRNA-Seq. When we looked at the tSNE projection, we did find the changes of the relative distances of the clusters due to the loss of genes detected after fixation (Additional file 6: Figure S3). However, the low abundant populations (B, NK, DC) in each sample were still detected. Furthermore, subpopulations were detected from fixed PBMCs at a similar proportion to those of live PBMCs (Table 1), demonstrating fixation did not impact the resolution of detected population.

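In PBMC of Donor X, B-like clusters held 4.66% of live barcodes (4.09 to 5.29%), 5.49% at 3 h (4.69 to 6.38%) and 7.04% at 3 weeks (6.13 to 8.05%). NK-like clusters held 6.07% (5.42 to 6.77%), 8.25% (7.28 to 9.31%) and 7.54% (6.59 to 8.57%). Dendritic-like clusters held 2.75% (2.32 to 3.25%), 1.94% (1.48 to 2.51%) and 4.46% (3.73 to 5.29%). The dendritic-like share was the one that the clustering moved most. With 20 principal components of 2000 genes it was 6.14% at 3 h and 1.88% at 3 weeks.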

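The share of T-like or NK-like barcodes in Donor X was 61.1% in live PBMC (59.8 to 62.5%), 63.1% at 3 h (61.4 to 64.9%) and 60.5% at 3 weeks (58.7 to 62.4%). That of myeloid-like barcodes was 31.5% (30.2 to 32.8%), 30.4% (28.8 to 32.1%) and 31.3% (29.6 to 33.0%). For both classes the counting intervals of the live and fixed libraries overlap. Within the myeloid-like class several of them do not: CD14 monocyte-like barcodes held 20.3% of the live library (19.2 to 21.5%), 15.1% at 3 h (13.8 to 16.5%) and 13.0% at 3 weeks (11.8 to 14.3%), CD16 monocyte-like barcodes 3.6% (3.10 to 4.15%), 7.33% (6.41 to 8.33%) and 1.91% (1.44 to 2.49%), and myeloid-like barcodes of other clusters 4.84% (4.26 to 5.48%), 6.03% (5.20 to 6.96%) and 11.9% (10.7 to 13.1%). The CD16 monocyte-like barcodes had a median of 6533 UMIs in the live library, 1380 at 3 h, where CD14 monocyte-like barcodes had 2318, and 4586 at 3 weeks, so that this class need not hold the same kind of barcode in each library. Over all myeloid-like barcodes, the CPM of FCGR3A was 1.18 and 0.918 times that of the live library. The T-like share alone was 43.3%, 49.5% and 47.2%, and barcodes of clusters with markers of both T cells and NK cells held 11.7%, 5.35% and 5.84%. The latter shares depend on the clustering. At resolution 0.5 they were 8.80%, 0 and 0. Only in clustering without genes of a ratio of 2 or more was the order of live and fixed reversed, with 4.14%, 6.00% and 6.02%. Megakaryocyte-like barcodes were 1.97%, 0.955% and 1.13%, and an erythroid-like cluster held 0.724% of live PBMC. No cluster of the fixed libraries was erythroid-like, which does not exclude such cells within other clusters. The libraries gave 16, 14 and 14 clusters. From shares that resemble each other, the paper concludes that fixation did not change the resolution of the populations.

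**Figure D2:**
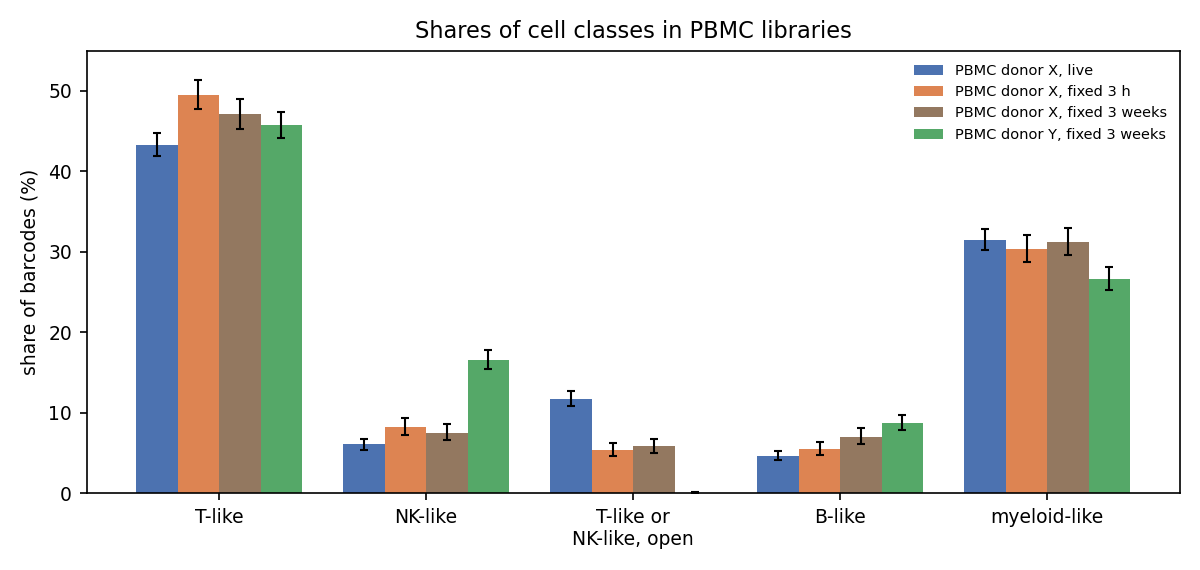
Share of T-like, NK-like, open, B-like and myeloid-like barcodes in the live and fixed PBMC libraries, in percent, with exact 95% intervals. Open barcodes are those of clusters with markers of both T cells and NK cells. T-like barcodes hold 43.3%, 49.5% and 47.2% of the live library, at 3 h and at 3 weeks in Donor X, and open barcodes 11.7%, 5.35% and 5.84%.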

**Fig. 5:**
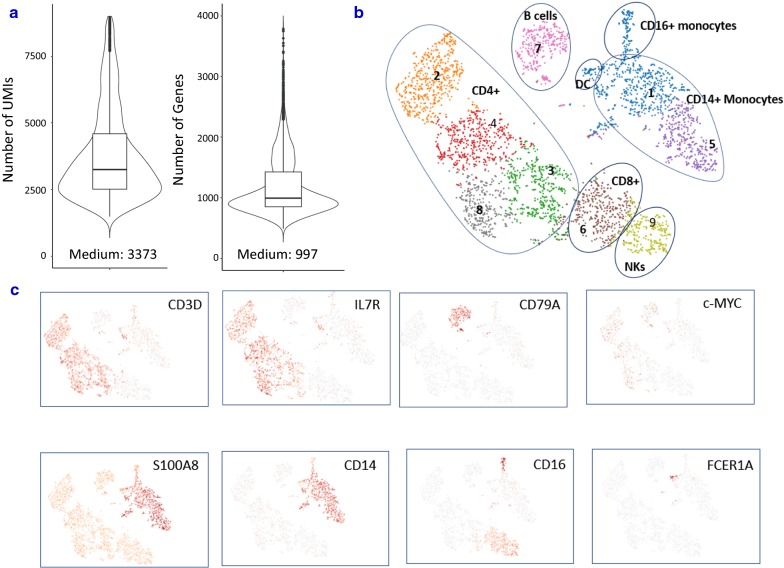
Major PBMC subtypes can be identified in fixed sample. **a** Distribution and the medium numbers of genes and UMI detected per cell in fixed PBMCs from donor DTM-Y. **b** tSNE projection of the same fixed PBMCs. Cells were grouped into nine clusters. Classification of PBMCs was inferred from the annotation of cluster-specific genes, and based on expression of some well-known markers of immune cell types. Furthermore, subpopulations were detected from fixed PBMCs at a similar proportion to those of live PBMCs from Donor DTM-X (Table 1). **c** Some marker genes can be detected in fixed sample. In addition, c-Myc gene was also detected in many cells after fixation although it is quite unstable and easily degraded

**Table 1:** Proportion of major cell types detected in live and fixed PBMC

Donor ID	PBMC processing	Number of cells captured	Myeloid cells		Lymphoid cells		
			Dendritic Cells	Monocytes	B cells	T cells	NK cells
DTM-X	Live + PBS	4975	105 (2.11%)	1442 (28.98%)	230 (4.62%)	2774 (55.76%)	365 (7.34%)
DTM-X	Methanol-3H + SSC	2933	56 (1.91%)	818 (27.89%)	175 (5.97%)	1622 (55.30%)	242 (8.25%)
DTM-X	Methanol-3W + SSC	2826	50 (1.77%)	783 (27.71%)	196 (6.97%)	1513 (53.54%)	228 (8.07%)
DTM-Y	Live + PBS	5883	141 (2.40%)	1815 (30.85%)	473 (8.04%)	2900 (49.29%)	354 (6.02%)
DTM-Y	Methanol-3W + SSC	3899	64 (1.64%)	982 (25.19%)	358 (9.18%)	2165 (55.53%)	272 (6.98%)

It is well known that c-myc is an unstable mRNA [18] in many cells. We detected its expression in many fixed PBMCs (Fig. 4b), further demonstrating that our fixation procedure is an efficient method for stabilization of RNA which undergoes rapid changes.

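At least 1 UMI of MYC (GRCh38 chromosome 8 from 127735434 to 127742951) was found in 23.3% of live barcodes of Donor X (22.1 to 24.5%), 18.6% at 3 h (17.2 to 20.1%), 24.5% at 3 weeks (22.9 to 26.1%) and in 9.82% of fixed barcodes of Donor Y (8.91 to 10.8%). After thinning to 1000 UMIs these were 7.18%, 8.99%, 9.53% and 3.33%. In T-like barcodes of Donor X, MYC was detected in 39.8% of live cells, 29.1% at 3 h and 37.7% at 3 weeks, at median depths of 4469.5, 2250 and 2934 UMIs. NK-like barcodes had it in 0.993%, 2.07% and 1.41%, at median depths of 2881, 2002 and 2224 UMIs. On CPM, MYC in T-like barcodes was 138 (131 to 146) in live cells, 172 (158 to 187) at 3 h and 197 (184 to 212) at 3 weeks, and in NK-like barcodes 4.56, 10.3 and 6.34. In Donor Y, T-like barcodes had 57.6 (51.7 to 64.0) and NK-like barcodes 5.61. The paper concludes from the detection of MYC, an unstable mRNA, that the procedure stabilizes RNA.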

## Discussion

There is a high demand for methods that allow disconnecting time and location of sampling from subsequent single-cell analysis. Here we, for the first time, present a new methanol-fixation processing procedure that prevents PBMC RNA from degradation and loss and is compatible with 10× Chromium standard droplet-base scRNA-Seq. We demonstrate that fixation of PBMCs did not alter their transcriptional profiles and gene expression levels. 

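For CD8+ cells, r of mean expression between fixed and live cells was 0.963 across 13886 genes. By a ratio of 2 or more, 280 genes were higher and 2679 lower after fixation. With a scaled mean of at least 0.25 in both libraries, 1 of 866 genes was higher and 37 lower. The median log2 ratio of all genes was -0.39, and -0.04 on CPM. A mean UMI count of at least 0.25 before scaling in both libraries was reached by 890 genes, of which those that can depend on the donor were passed over. Among the rest, the highest ratios of CPM were those of PTP4A2 (ENSG00000184007, chromosome 1 from 31906421 to 31944856) at 3.03 (2.90 to 3.16), SNHG25 at 2.42, AC090498.1 at 2.31 and GZMK at 2.27. The lowest were those of MT-ND1 at 0.198, NEAT1 (chromosome 11 from 65422774 to 65445540) at 0.207 (0.196 to 0.218), MT-ATP6 at 0.243, MT-ND2 at 0.277 and MYO1F at 0.290. T-like or NK-like clusters held 92.1% of live (91.4 to 92.8%) and 85.3% of fixed barcodes (84.3 to 86.3%). A cluster of 389 fixed barcodes, 8.18% of them (7.42 to 9.00%), had fewer than 3 raised markers of any type and was left unnamed, while each cluster of the live library was named.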

The protocol was confirmed with CD8+ T cell scRNA-Seq. It also improved the scRNA-Seq performance in three primary cell types and three cell lines. This fixation and resuspension method remains an accurate, sensitive, reproducible and comprehensive characterization of RNAs in a single cell.

Fixation is a process that helps to lock nucleic acids and proteins in place within cells. Unlike aldehydes, alcohol fixatives remove and replace free water and cause a change in the tertiary structure of nucleic acids and proteins by destabilizing hydrophobic bonding, but do not covalently modify them. After alcohol fixation, cells are placed from an aqueous environment to a non-aqueous environment. Alcohols disable intrinsic biomolecules—particularly proteases and RNases—which otherwise digest or damage the sample RNA. However, alcohols do not inactivate RNase completely. After alcohol removal, endogenous RNase may be reactivated during the rehydration of cells in PBS (Fig. 1b and Additional file 1: S1b). RNA hydrolysis may be of little importance for real time qPCR analysis of short amplicons in some cell lines [19], but it hampers the analysis of complete full-length RNA molecules in droplet-based scRNA-Seq. In our protocol, fixed PBMCs were resuspended in 3× or 5× SSC buffer, a high salt solution. High salt buffer also denatures the protein and nucleic acid and is reported to improve RNA quality in fixed and permeabilized cells [16]. Therefore cells resuspended in high concentration of SSC buffer did not rehydrate. That may explain why this processing preserved the RNA integrity. After cell suspension is added to reverse transcription master mix, the SSC is diluted. It is critical to quickly load the mixed suspension to chip and instrument for GEM generation and RT reaction.

A key challenge across all single-cell RNA-sequencing (scRNA-Seq) techniques is the preservation of each cell’s transcriptional profile throughout the entire sample handling process. The ideal preservation protocol is to prevent or arrest the degenerative processes as soon as a tissue or cell is deprived of its blood supply. In this way autolysis is inhibited and loss and diffusion of soluble substances can be avoided during tissue dissociation or cell sorting. However, cell fixation is often carried out after, not before, single cell preparation [9, 10, 14] because the fixative may interfere with enzyme digestion or antibody binding to the cells. It should be noted that SSC may not be an issue. Nilsson et al. demonstrate that antibody staining and FACS are not compromised in the presence of 2 or 4 M NaCl [16]. 3× SSC is composed of 0.45 M NaCl and 0.045 M trisodium citrate. SSC should not have a major impact on antibody binding either although this is not tested in this study. SSC is a buffer commonly used in hybridization solution. It is reported that 5× SSC could be used as sheath fluid without disturbing cell-cycle flow analysis [18]. It does not affect the staining and sorting of fixed cells which have been stained with the specific DNA fluorochrome Hoechst 33258. This allows for cells to be fixed right after dissociation and before slow flow cell sorting. Unfortunately this fixation method does not work for whole blood, in particular it is problematic for neutrophils (unpublished data). We found that even live neutrophils did not work with 10× Chromium single-cell system probably because this complex cell type is easy to activate and undergo rapid RNA damage.

Another reported preservation method is cryopreservation followed by resuscitation for subsequent processing [20]. Although frozen samples are compatible with Droplet-based sequencing [7], it remains to be determined what happens to cells with freezing and thawing manipulation and in unfavorable temperature and medium conditions. Freezing medium components such as DMSO are toxic to cells and may influence gene expression. In Guillaumet-Adkins et al report, the freezing process resulted in as high as 23% damaged cells, evidenced by the positive staining with propidium iodine [20]. In contrast, in our study low quality cells did not elevate after methanol-fixation processing (Fig. 2b). 

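More than 7% mitochondrial UMIs were found in 2 of the 3899 barcodes of fixed PBMC from Donor Y (0.0513%, 0.00621 to 0.185%), whose median mitochondrial share was 1.54%. In CD8+ cells the share above 7% was 7.36% in live (6.70 to 8.08%) and 0.842% in fixed cells (0.602 to 1.14%), with medians of 4.25% and 1.37%. In KLM1 cells it was 68.7% in live cells (66.8 to 70.5%), 1.21% in PBS (0.829 to 1.70%) and 0.834% in SSC (0.550 to 1.21%), with medians of 7.87%, 3.40% and 2.02%. The median of live cells stood above 7% in KLM1, so that a threshold set for PBMC takes most live cells of this line.

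**Figure D3:**
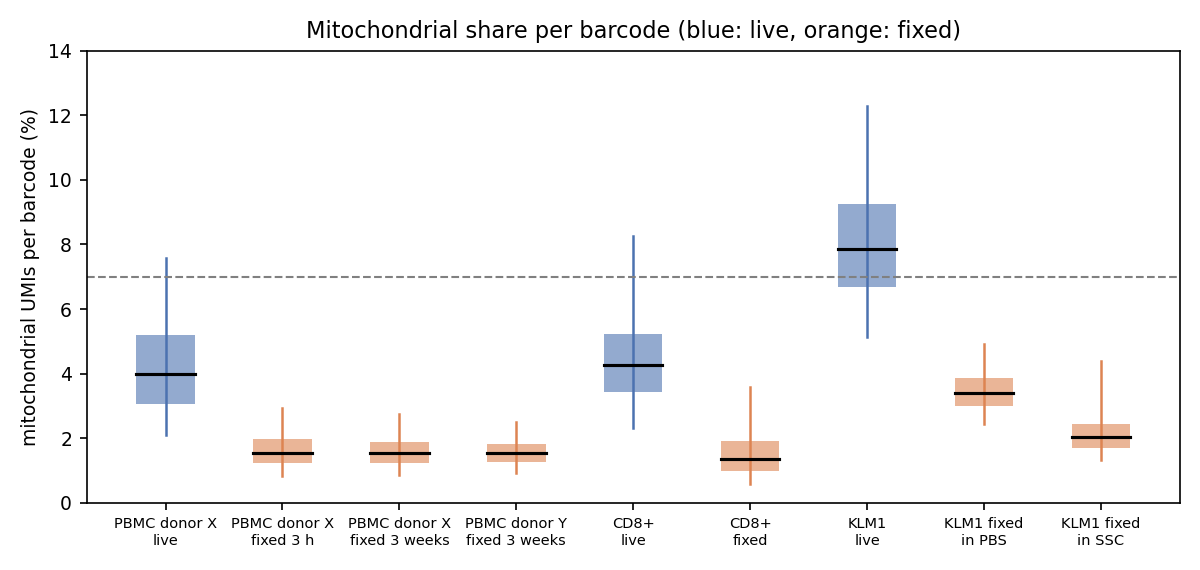
Percentage of UMIs on mitochondrial genes per barcode in each library, with the threshold of 7%. The medians of live cells lie at 3.98% in PBMC, 4.25% in CD8+ cells and 7.87% in KLM1, and those of fixed cells between 1.37% and 3.40%.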

Of course during cell fixation and the steps that follow there are also substantial changes to the composition and appearance of cell and tissue components, and these are quite far removed from the ideal “life-like state”. However, our data and previous reports [9] showed the transcriptome profiles and gene expression levels were well preserved after fixation. This conservation allows a dynamic ever-changing intracellular environment “fixed” at a given cellular state. 

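PBMC of Donor X, CD8+ cells and KLM1 each gave a live library and a fixed library in SSC, which allows 1 test with 3 libraries on either side. UMI counts were summed per library, the PBMC fixed for 3 weeks were taken, and the cell source was a block. Of 15982 genes, 0 were higher and 10 lower in fixed cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p of 0.05, 3023 genes passed, and DESeq2 called 331 higher and 343 lower. Without the KLM1 pair edgeR called 498 higher and 969 lower, without the PBMC pair 55 and 155, and without the CD8+ pair 20 and 17. In simulated counts for this comparison, with 200 of 16217 genes changed 4-fold, 150 of them were recovered and 6 unchanged genes were called. The simulation gave all genes the same dispersion and each changed gene the same fold in all 3 sources. Recovery of real changes, which can differ between sources, may therefore be lower. The 5 called genes of smallest p were MT-ND1, with a log2 fold change of -2.47 (standard error 0.256, adjusted p = 0.00920), MT-ND2 (-2.22, 0.254 and 0.0103), MT-ATP6 (-2.00, 0.233 and 0.0103), HIST1H4C (-2.69, 0.334 and 0.0147) and RP11-803D5.4 (-3.40, 0.444 and 0.0199), all from the same test and lower in 3 of 3 pairs. RP11-803D5.4 had 55 UMIs in live PBMC and 4 in fixed PBMC. All 13 mitochondrial genes were lower, with a median of -1.38, and 6 of them were among the 10. The same direction in 3 of 3 pairs was found for 6746 genes (42.2%, where chance gives 25%). The log2 ratios of CPM also went together across genes, which are not replicates: r was 0.524 between PBMC and CD8+ cells (10362 genes), 0.480 between CD8+ cells and KLM1 (10017 genes) and 0.333 between PBMC and KLM1 (10474 genes). With at least 200 UMIs per pair in place of 50, these were 0.569, 0.522 and 0.392. The ratios at 3 h and 3 weeks in PBMC had r of 0.745. Since they share the live library, simulation of counting error alone, without any change, gives 0.290 (0.267 to 0.313 in 100 simulations). Variation of the live library beyond counting error would enter both ratios and is left out, so that 0.290 may be too low for a comparison with 0.745. From its data and earlier reports, the paper concludes that expression profiles were kept well after fixation.

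**Figure D4:**
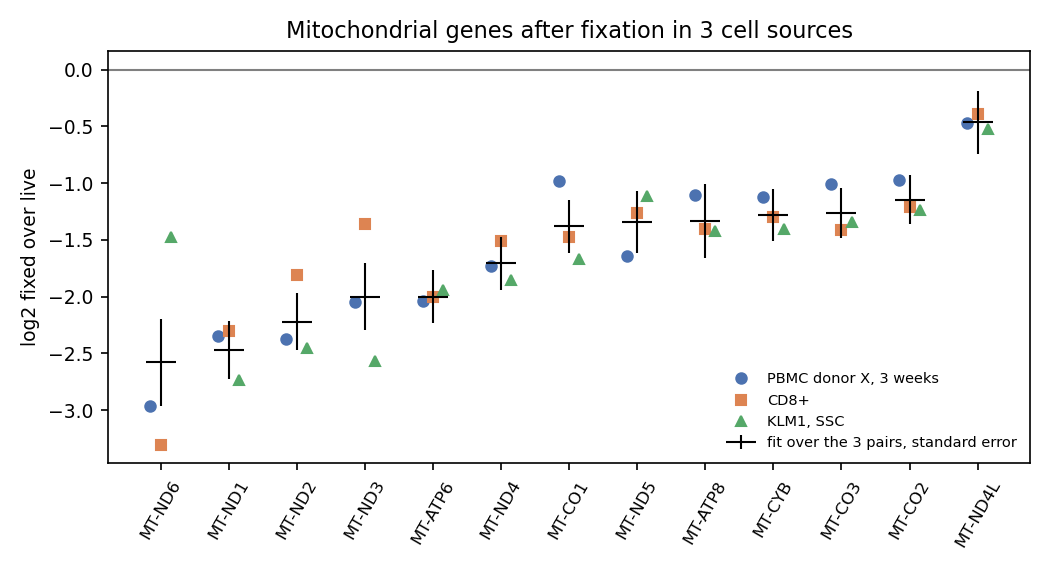
Log2 ratio of fixed over live of each of the 13 mitochondrial genes in the 3 pairs of libraries of the test, with the fit over the pairs and its standard error. The values of the pairs are CPM after normalization by the TMM method, and thus differ from the ratios of plain CPM in the text. In PBMC fixed for 3 weeks, CD8+ cells and KLM1 cells, all 13 genes are below 0.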

Technically the cryopreservation protocol has several cycles of pelleting and washing and usually requires a large number of starting material, i.e. millions of cells. In our study, the CD8+ T cell number was only 0.06 million and could suffer from high speed centrifugation which could result in cell loss. Another advantage of fixation over cryopreservation is convenience. Fixation protocol is much simpler and faster than cryopreservation. It does not require a liquid nitrogen freezer for cell preservation and transportation. In addition, the use of fixed cells eliminates all the problems associated with the manipulation of fresh cells.

## Conclusions

The developed fixation protocol is simple and convenient and has little impact on single cell transcriptome profiles. It would be suitable for scRNA-Seq analysis of many primary tissues with a high content in proteases and RNases such as pancreas, skin or lymphatic and immune tissues. It also could lead to a paradigm shift for complex single-cell study design when standardization (such as magnet stirring) is developed and implemented.

## Additional files

**Additional file 1: Table S1.** Potential impacts on single cell transcriptome analysis after cell fixation.

**Additional file 2: Table S2.** Marker genes used for identifying PBMC subpopulations.

**Additional file 3: Figure S1.** Resuspension in ×3 SSC preserved cell RNA integrity. **a**. The methanol-fixed PBMCs resuspended in ×3 or ×5 SSC buffer showed high quality of RNA determined with Bioanalyzer traces. **b**. The new processing method was validated in several other cell types resuspended in ×3 SSC for 30 min. The RIN numbers were significantly improved in primary cell types and cell lines with a p value of 0.00001 and 0.008 respectively.

**Additional file 4: Figure S2.** Fixation processing did not aggregate the cells. PBMCs with greater than 2500 genes detected (**a**) or CD8+ cells with more than 2000 genes detected (**b**) were flagged because these droplets usually contain more than one cell (doublet or multiplet). 

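More than 2000 genes were detected in 46 of the 5662 barcodes of live CD8+ cells (0.812%, 0.595 to 1.08%) and in 24 of 4753 of fixed cells (0.505%, 0.324 to 0.750%), and these intervals overlap. Relative to the median number of genes of each library, 0.865% of live barcodes (0.641 to 1.14%) and 1.24% of fixed barcodes (0.946 to 1.60%) had more than 2 times as many genes. In fixed PBMC of Donor Y, 80 barcodes were above 2500 genes (2.05%, 1.63 to 2.55%).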

Fixation did not increase the rate of these GEMs/cells. Methanol-fixed PBMCs remained microscopically visible as single, intact round cells with the similar size as live ones.

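The table gives for each library the number of cells, the median UMIs and genes per cell and the number of genes detected, together with sequencing measures that need the reads. The 4 measures that the count matrices hold were computed for 9 libraries, and all 36 values lay within 1 of the table's. The sequencing saturation is the share of reads that repeat a molecule already seen. From the paper's reported saturation of 80.4% for live PBMC of Donor X, 91.2% at 3 h, 92.5% at 3 weeks and 87% for Donor Y, full sequencing would give 4089, 2291, 2950.5 and 3375 molecules in the median barcode, and for CD8+ cells 3553 in live and 2721 in fixed cells from 75.7% and 90.3%.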

**Additional file 5: Table S3.** Sequencing metrics summary of 10 scRNA-Seq datasets.

**Additional file 6: Figure S3.** tSNE projection of live and fixed PBMCs from donor DTM-X (**a**) and donor (**b**). Cells were grouped using graph-based method. Classification of PBMCs was inferred from the annotation of cluster-specific genes, and based on expression of some well-known markers of immune cell types. Although fixation lead to changes of the relative distances of the clusters due to the loss of genes detected, it did not impact the resolution of the low abundant populations (B, NK, DC) in each sample. Subpopulations were detected from fixed PBMCs at a similar proportion to those of live PBMCs (Table 1).

## Abbreviations

DTT: dithiothreitol
GEM: gel bead-in-emulsion
PBMC: peripheral blood mononuclear cells
PCA: principal component analysis
RIN: RNA integrity number
SSC: saline sodium citrate
scRNA-Seq: single-cell RNA sequencing
SMART: switching mechanism at 5′ end of RNA template
t-SNE: t-distributed Stochastic Neighbor Embedding
UMI: unique molecular identifier

# Supplementary material for: PBMC fixation and processing for Chromium single-cell RNA sequencing
**Source:** J Transl Med. 2018 Jul 17;16:198. doi: 10.1186/s12967-018-1578-4
**Supplement:** Supplementary file 3 — Additional file 3: Figure S1. Resuspension in ×3 SSC preserved cell RNA integrity. a. The methanol-fixed PBMCs resuspended in ×3 or ×5 SSC buffer showed high quality of RNA determined with Bioanalyzer traces. b. The new processing method was validated in several other cell types resuspended in ×3 SSC for 30 min. The RIN numbers were significantly improved in primary cell types and cell lines with a p value of 0.00001 and 0.008 respectively.

## Slide 1
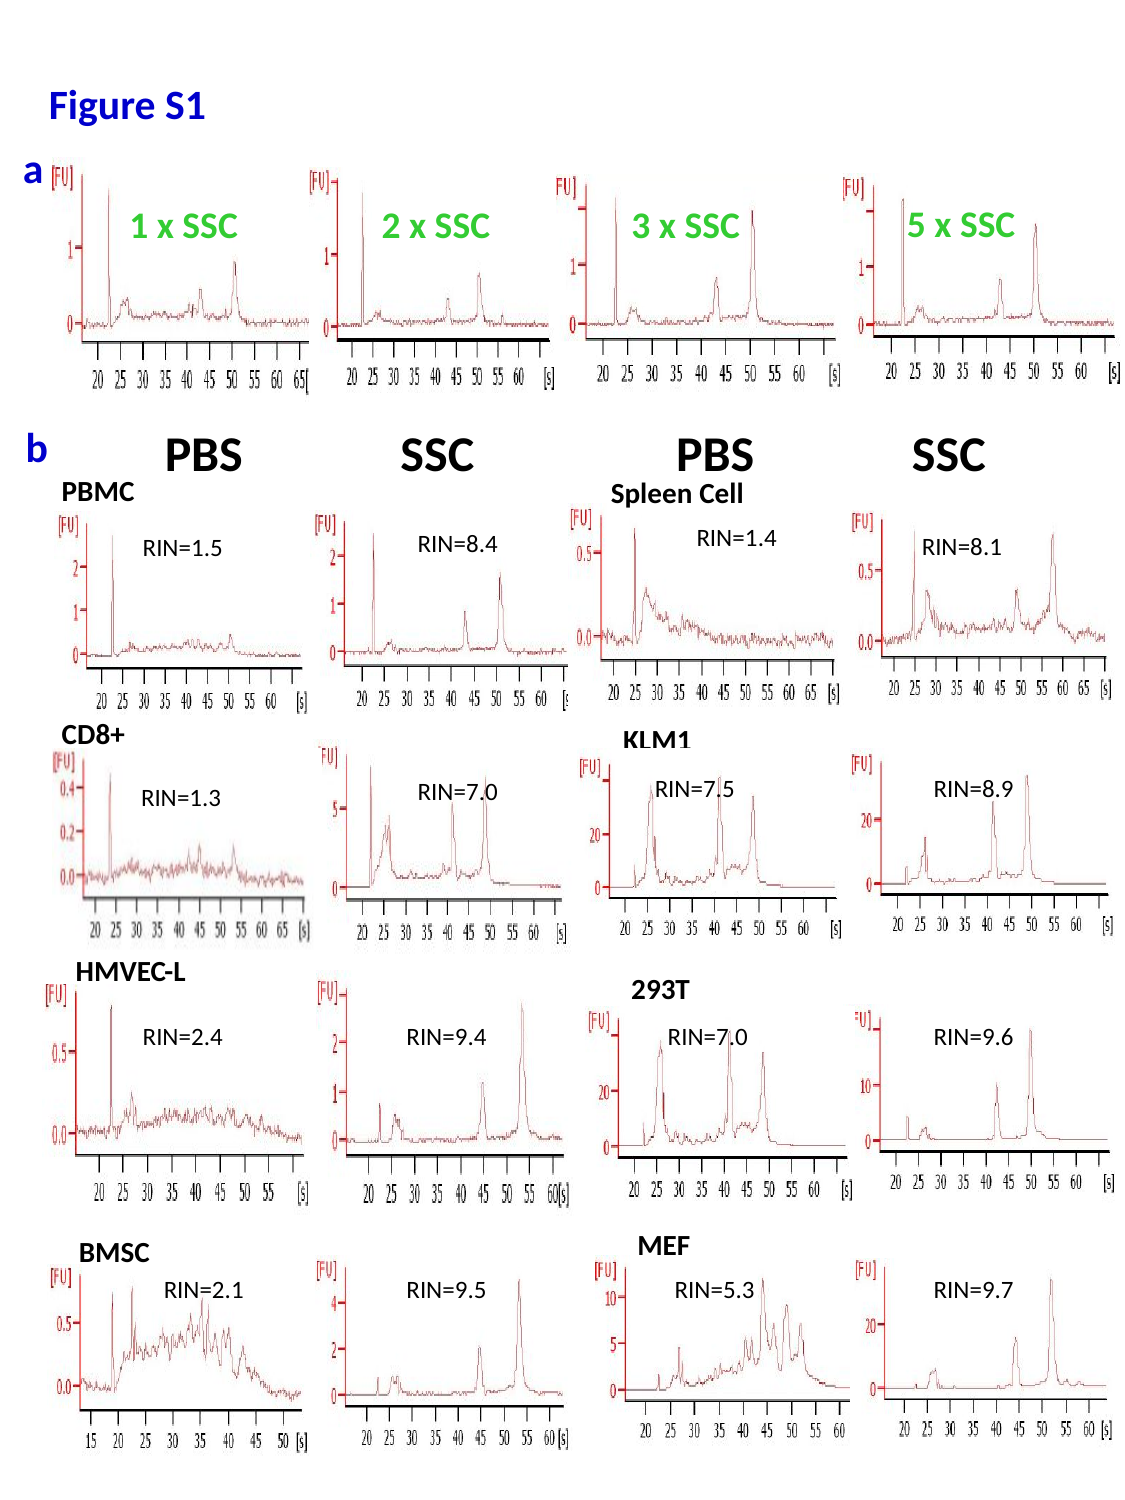

Figure S1
a
5 x SSC
1 x SSC
3 x SSC
2 x SSC
b
PBS SSC
PBS SSC
PBMC
Spleen Cell
RIN=1.4
RIN=8.4
RIN=8.1
RIN=1.5
CD8+
KLM1
RIN=8.9
RIN=7.5
RIN=7.0
RIN=1.3
HMVEC-L
293T
RIN=9.4
RIN=7.0
RIN=2.4
RIN=9.6
MEF
BMSC
RIN=2.1
RIN=9.5
RIN=5.3
RIN=9.7

# Supplementary material for: PBMC fixation and processing for Chromium single-cell RNA sequencing
**Source:** J Transl Med. 2018 Jul 17;16:198. doi: 10.1186/s12967-018-1578-4
**Supplement:** Supplementary file 4 — Additional file 4: Figure S2. Fixation processing did not aggregate the cells. PBMCs with greater than 2500 genes detected (a) or CD8+ cells with more than 2000 genes detected (b) were flagged because these droplets usually contain more than one cell (doublet or multiplet). Fixation did not increase the rate of these GEMs/cells. Methanol-fixed PBMCs remained microscopically visible as single, intact round cells with the similar size as live ones.

## Slide 1
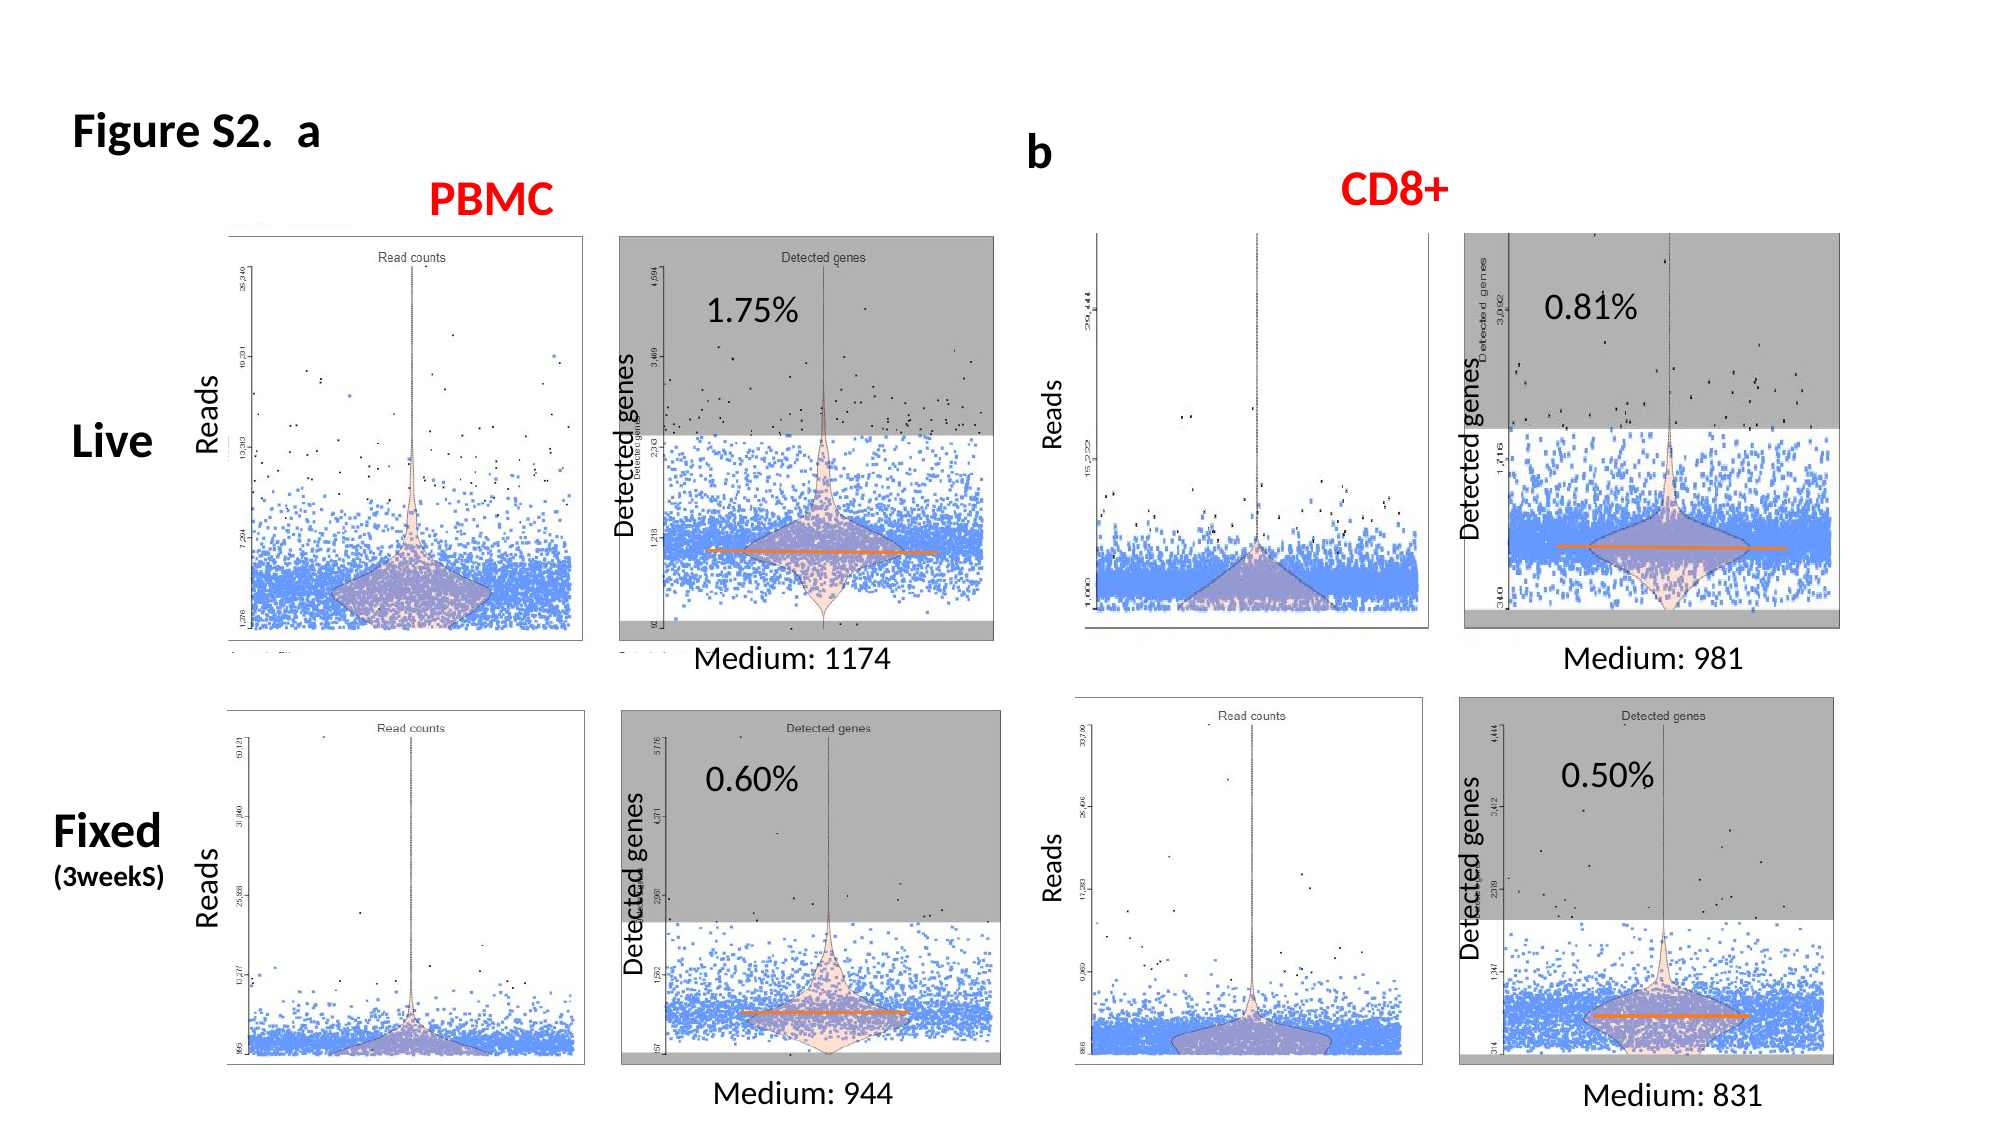

Figure S2. a
b
CD8+
PBMC
0.81%
1.75%
Detected genes
Detected genes
Reads
Reads
Live
Medium: 1174
Medium: 981
0.50%
0.60%
Detected genes
Fixed
(3weekS)
Detected genes
Reads
Reads
Medium: 944
Medium: 831

# Supplementary material for: PBMC fixation and processing for Chromium single-cell RNA sequencing
**Source:** J Transl Med. 2018 Jul 17;16:198. doi: 10.1186/s12967-018-1578-4
**Supplement:** Supplementary file 6 — Additional file 6: Figure S3. tSNE projection of live and fixed PBMCs from donor DTM-X (a) and donor (b). Cells were grouped using graph-based method. Classification of PBMCs was inferred from the annotation of cluster-specific genes, and based on expression of some well-known markers of immune cell types. Although fixation lead to changes of the relative distances of the clusters due to the loss of genes detected, it did not impact the resolution of the low abundant populations (B, NK, DC) in each sample. Subpopulations were detected from fixed PBMCs at a similar proportion to those of live PBMCs (Table 1).

## Slide 1
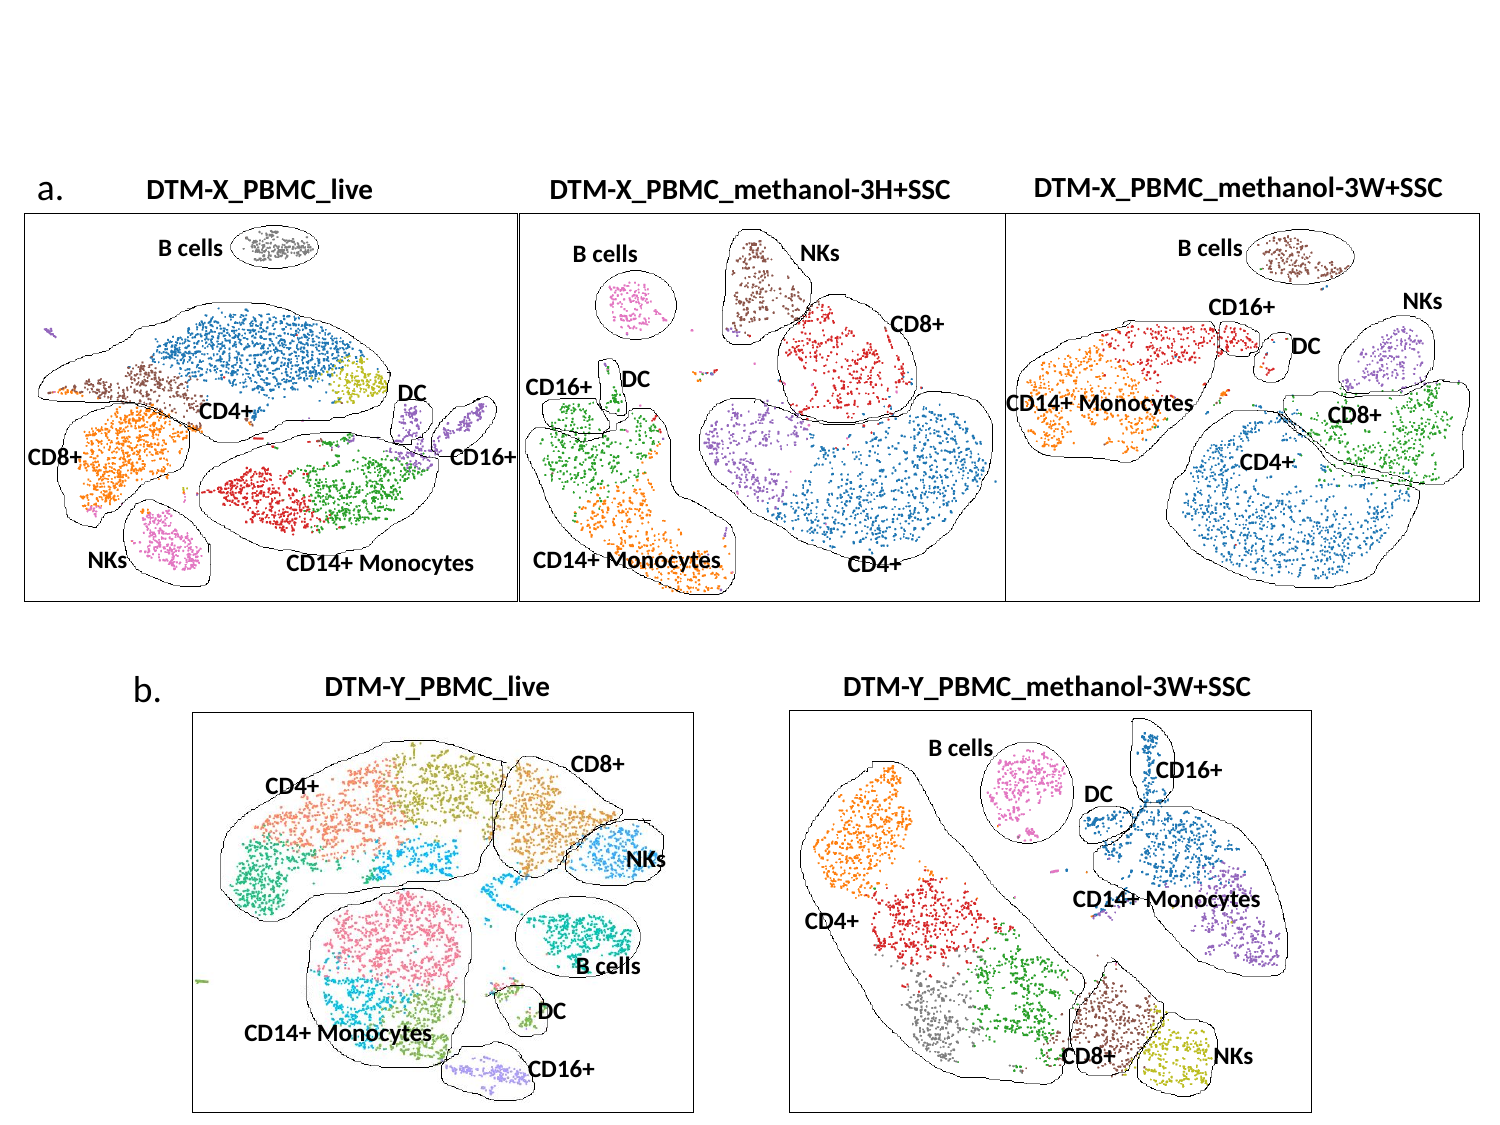

a.
DTM-X_PBMC_methanol-3W+SSC
DTM-X_PBMC_methanol-3H+SSC
DTM-X_PBMC_live
B cells
B cells
NKs
B cells
NKs
CD16+
CD8+
DC
DC
CD16+
DC
CD14+ Monocytes
CD4+
CD8+
CD16+
CD8+
CD4+
NKs
CD14+ Monocytes
CD14+ Monocytes
CD4+
b.
DTM-Y_PBMC_methanol-3W+SSC
DTM-Y_PBMC_live
B cells
CD8+
CD16+
CD4+
DC
NKs
CD14+ Monocytes
CD4+
B cells
DC
CD14+ Monocytes
CD8+
NKs
CD16+

How the deposited data were processed for this re-analysis (not part of the article)

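Single-cell libraries made with the Chromium system were analysed for PBMC of 2 donors, CD8+ cells and the KLM1 cell line, 9 libraries in all. PBMC of Donor X gave a live library and libraries of cells fixed in methanol for 3 h and for 3 weeks. PBMC of Donor Y gave a library of cells fixed for 3 weeks, CD8+ cells a live and a fixed library, and KLM1 a live library, a fixed library rehydrated in PBS and a fixed library resuspended in SSC. All other fixed libraries were resuspended in SSC. The live library of Donor Y, the total RNA measurements and the microscopy were not analysed here.

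For each library the authors deposited a matrix of raw UMI counts per gene and barcode, without normalization. The authors made the counts with Cell Ranger from reads aligned to the GRCh38 reference transcriptome and kept the barcodes it called as cells. Each matrix has 33694 genes, given by Ensembl ID and symbol, 13 of which have a symbol that starts with MT-. All deposited counts were checked to be whole numbers, and the number of barcodes, the medians and the number of genes detected were checked against Table S3, where 36 of 36 values lay within 1. Coordinates are those of GENCODE release 44 on GRCh38, matched by Ensembl ID, which gave a position and a length for 32807 of the genes (97.4%).

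Depth ranged from 7409001 UMIs in PBMC fixed for 3 h to 99682907 UMIs in KLM1 in SSC, and the median barcode from 2291 to 28739 UMIs. Each condition had 1 library, so that shares, medians and ratios come with 95% intervals that cover counting error only: exact Clopper-Pearson intervals for shares, exact intervals from order statistics for medians and Poisson intervals for ratios of summed counts. A share of 0 is given with the limit that 3 counts of the total allow.

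All barcodes of a matrix were used, among them 3 in live PBMC, 4 at 3 h and 1 at 3 weeks with fewer than 200 genes. The threshold of mitochondrial UMIs was 7%, and those of a high number of genes were 2500 in PBMC and 2000 in CD8+ cells, as in the paper's methods. Drops are the differences of medians in percent of the live median. For comparisons at equal depth, the UMIs of each barcode were thinned at random to 1000, or to 5000 in KLM1, and barcodes with fewer were left out. For mean expression, each barcode was scaled to the median UMI total of its library, and genes detected in at least 3 barcodes of both libraries were used. Ratios of CPM, the UMIs of a gene scaled to the same total in each library, were computed from the summed UMIs of a library, with 0.5 added to both counts before the log2 where a gene list was summarised. Gene lists, and the median of all genes set beside them, took genes with at least 50 UMIs over both libraries. The lists were set beside 10000 lists drawn from the 100 genes nearest in expression to each member. The lists were the mitochondrial genes, the nuclear RNAs MALAT1 and NEAT1, immediate early genes, heat shock genes, ribosomal protein genes, and, added after the first results were seen, genes of the S phase, genes of the G2 and M phases and respiratory chain genes encoded in the nucleus.

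PBMC and CD8+ libraries were clustered one by one with leidenalg 0.10.2 and igraph 0.11.9 at resolution 1. The steps before it used log-normalized counts, 1000 genes of highest normalized dispersion, 10 principal components and a graph of 15 neighbours. Edges of the graph were weighted by the share of neighbours in common. Clusters were named from lists of markers, among them those of Table S2, when at least 3 markers of a type were found in at least 5% of the cluster's barcodes and were raised 1.25-fold or more. Myeloid-like barcodes were clustered again. Names such as T-like describe markers and not sorted cells. Doublets were called with Scrublet as part of Scanpy. As a measure that free RNA would raise, the level of monocyte genes in T-like barcodes was taken as the UMIs of S100A8, S100A9, LYZ, S100A12, FCN1 and VCAN in CPM of T-like barcodes, in percent of the same in monocyte-like barcodes of the library. The molecules that full sequencing would give were estimated from the median UMIs and the paper's sequencing saturation, assuming that all molecules are sampled alike.

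The only test with more than 1 library per side compared 3 live libraries with 3 libraries fixed in SSC, from PBMC of Donor X (3 weeks), CD8+ cells and KLM1. UMIs were summed per library, genes were filtered with filterByExpr, libraries were normalized by the TMM method, and edgeR 4.0.16 in R 4.3.3 fitted a quasi-likelihood model with the cell source as a block. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The log2 CPM of the live and fixed library of a source were correlated across genes after removal of the condition means, with r of 0.890 in CD8+ cells, 0.937 in KLM1 and 0.875 in PBMC, which is why the source was kept as a block. The procedure was tested on simulated data with counts for 16217 genes, of which 200 were changed 4-fold, and 150 were recovered. The dispersion was 0.1 for all genes, and the change was the same in each source. Alternatives used no block, no filter, DESeq2 1.42.0, each source left out in turn and other fixed libraries. The same model was fitted to all 10 splits of the 6 libraries into 3 and 3, the real one included. The agreement of ratios between sources used genes with at least 50 UMIs in each pair.

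Other alternatives were a threshold of 5% or 10% of mitochondrial UMIs, barcodes with at least 200 genes, barcodes under the paper's thresholds, equal numbers of barcodes, means in place of medians, thresholds at 2 times the medians of a library, log2 of the mean plus 1, Spearman's rho, raw means, CPM, a scaled mean of at least 0.25, resolutions of 0.5 and 2, 20 principal components of 2000 genes, Scrublet calls left out, thinning to 2000 UMIs, fewer monocyte genes and at least 200 UMIs per pair.

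The genes named in the text were those the paper names, the gene lists, for each comparison of a live with an SSC-fixed library the 5 genes with the highest and the 5 with the lowest ratio of CPM among genes with a mean of at least 0.25 UMI before scaling in both libraries, and for the test the 5 called genes of smallest p in each direction. In primary cells, genes on the sex chromosomes, HLA genes, immunoglobulin and T cell receptor segments and GSTM1 were passed over, since they can depend on the donor. Tables and intervals were made with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and plots with Matplotlib 3.10.9.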

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

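The tests of doublets of T cells and monocytes, of T cell genes in B-like barcodes, of the share of monocytes and of the loss of RNA as causes of the rise of CD14, of the cell cycle, of the loss of damaged barcodes, of the respiratory chain genes, of gene length and GC content and of other splits of the libraries were chosen only after the results they examine were seen.

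The estimated molecules per barcode rose by 91.1% in KLM1 cells fixed in SSC, while they fell in PBMC at 3 h, and fell by 27.8% in PBMC at 3 weeks, 23.4% in CD8+ cells and 15.5% in KLM1 in PBS. What set this result apart is the opposite direction in 1 library. The difference from the other libraries was not tested, since each source has 1 library per condition. The estimate rests on the paper's saturation and on equal sampling of all molecules, and the paper's saturation of the library in SSC is the lowest of all, so that the extrapolation is longest there. The same library had more UMIs of G2 and M phase genes, with a 10th percentile per barcode 5.5 times that of live cells at equal depth, which is consistent with cells in another state of growth but also with free RNA. A difference between cultures stays open and was not tested.

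Monocyte genes in T-like barcodes of PBMC fixed for 3 weeks reached 2.53 times their level in live PBMC, both in percent of monocyte-like barcodes, and 2.51 times at 3 h. The paper does not report on transcripts of other cells within a class. The levels were 1.89% (1.84 to 1.93%) in live PBMC, 4.74% at 3 h, 4.77% at 3 weeks and 3.18% in Donor Y. Doublets of T cells and monocytes as the cause are argued against by how many barcodes are involved: at 1000 UMIs, 61.7% of T-like barcodes at 3 h and 74.8% at 3 weeks held an S100A8 UMI, against 18.6% in live PBMC. More free RNA in the suspension of fixed cells predicts a rise in both fixed libraries, but the ratio of 2.51 is the rise itself and cannot test it, so free RNA stays open. The genes did not move alike: an LYZ UMI was found in 14.8% of live T-like barcodes, 16.3% at 3 h and 21.1% at 3 weeks. Genes of T cells in B-like barcodes were at 6.60% of the level in T-like barcodes in live PBMC, 14.5% at 3 h, 8.27% at 3 weeks and 4.91% in Donor Y. The paper's reported share of reads in cells is 87.1% in live PBMC, 74.5% at 3 h and 79.3% at 3 weeks, so that a larger share of reads lay outside the cells after fixation. The barcodes outside the cells, which would show which genes these are, were not analysed here. No biological explanation was tested.

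Genes of the G2 and M phases had a median log2 ratio of 1.61 in KLM1 cells in SSC over live cells, with 52 of 54 genes higher, and genes of the S phase 1.38, with 38 of 42 higher. The paper does not discuss these genes. On mean expression per barcode the median of the G2 and M list was 1.72, and relative to the median of all genes it was 2.07 on that scale and 1.94 on CPM. Over fixed cells in PBS, 54 of 54 genes were higher, with a median of 1.39. A larger share of cells in S or G2/M would raise the upper barcodes most. At 5000 UMIs, the 10th percentile of G2 and M phase UMIs was 2 in live cells, 3 in PBS and 11 in SSC, 5.5 times that of live cells, the median 5, 7 and 35, and the 90th percentile 34.5, 41 and 95. A rise of the 10th percentile may come from free RNA of cycling cells or from cells that nearly all cycle, and these cannot be told apart without the barcodes outside the cells. A culture in another state of growth stays open as a biological explanation and was not tested. Whether live and fixed cells came from 1 culture is not known here.

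CD14 had a ratio of 4.78 in PBMC fixed for 3 weeks over live PBMC as CPM. It was the highest among genes with a mean of at least 0.25 UMI per barcode before scaling in both libraries, without genes that can depend on the donor. The paper gives a number of genes that rose without their names. More monocytes in the fixed libraries are argued against as the whole cause, since within myeloid-like barcodes the ratio was 3.50 or more at both times, and the myeloid-like share was 31.5%, 30.4% and 31.3%. Other monocyte genes went up or down in the same barcodes. Loss of RNA that differs between genes is argued against as the cause, since loss cannot raise unscaled counts, and CD14 rose from 1.62 UMIs per myeloid-like barcode in live PBMC to 3.56 at 3 h and 5.81 at 3 weeks, 2.20 times or more. In CD8+ cells the ratio of CD14 was 0.876 (0.757 to 1.01) over all barcodes, where the myeloid-like share fell from 5.56% to 2.27%, and 1.91 (1.63 to 2.24) within myeloid-like barcodes, which in live cells include a cluster without a like one in fixed cells. In KLM1, where CD14 had 24 UMIs in all live barcodes, it was 6.45 (4.21 to 10.3) in SSC and 2.93 (1.78 to 4.97) in PBS, so that a rise was also found outside monocytes, near the floor of detection. In the test across cell sources its log2 fold change was 1.67 with an adjusted p of 0.166 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A better capture of this RNA after fixation and a change of the monocytes before fixation both stay open and were not tested.

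Across cell sources 10 genes were lower in fixed libraries, 6 of them mitochondrial, which the paper does not report as a test. With the same model, 3 of 10 splits of the libraries gave as many genes: the real one and 2 that part only the KLM1 pair, with 2629 genes each, where the model compares the live and fixed library of that source alone. With 10 splits the share can never be under 0.1, whatever the data, so this count cannot exclude chance. The other splits that part all 3 pairs called 0, 1 and 1 genes, and had 226, 263 and 595 genes at an unadjusted p under 0.05 against 3023. The count moves with each source left out: 1467 genes without KLM1, 210 without PBMC and 37 without CD8+ cells. A loss of the damaged barcodes alone cannot give the fall of mitochondrial RNA, since without barcodes above 7% the live median was still at least 1.81 times the fixed median in each of 5 pairs. A lower respiratory chain program of the cells is argued against by the subunits encoded in the nucleus, whose median log2 ratio of CPM was 0.23 or more in each pair. On mean expression per barcode that median was lower than 0 in 4 pairs, all but KLM1 in SSC, but relative to all genes it was 0.11 or more in each pair, where the mitochondrial genes were at -1.12 or lower. The ratios of all genes shared a part between the 3 sources of the test, with r of 0.333 or more, and after removal of trends with gene length and GC content it was 0.337 or more, with a fall from 0.479 to 0.389 between CD8+ cells and KLM1. The r was lower for KLM1 in PBS with PBMC at 3 weeks (0.253) and for KLM1 in SSC with PBMC at 3 h (0.261). These trends are therefore not the whole cause. The values are consistent with an effect of fixation or resuspension on all 3 sources, and a loss of mitochondrial RNA or a poorer capture of it stay open and were not tested.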

How the results depend on the processing

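Most alternatives were set before the data were examined. The tests chosen only after results were seen were the ratios on raw means with a minimum of 0.25, the clustering without genes of a ratio of 2 or more, and the test with KLM1 in PBS in place of SSC. Where a value moved, the cause was not tested unless it is named here. Values of PBMC are those of Donor X unless Donor Y is named.

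The drops in median genes and UMIs stayed positive with barcodes of at least 200 genes, and with barcodes under the paper's thresholds, in PBMC and CD8+ cells. With the same number of barcodes of highest UMI total in both libraries, which leaves out the shallow barcodes of the larger library, the drops in genes and UMIs were 35.9% and 52.5% in PBMC at 3 h, 27.6% and 39.6% at 3 weeks, 17.7% and 26.0% in CD8+ cells and 17.7% and 28.4% in KLM1 in PBS. For KLM1 in SSC they changed sign, to -0.211% for genes and -11.9% for UMIs. After thinning, which makes the depth equal, the drop in genes was 0.223% in PBMC at 3 weeks and changed sign elsewhere, to -1.34% in PBMC at 3 h, -1.72% in CD8+ cells, -2.78% in KLM1 in PBS and -8.97% in KLM1 in SSC. At 3 h the intervals of the live and fixed medians overlap after thinning. Means in place of medians moved the drops at 3 weeks to 16.5% for genes and 23.2% for UMIs, and that in genes of CD8+ cells to 18.4%. Means also moved the estimated molecules, to 4330.5 in live PBMC, 2526 at 3 h, 3306 at 3 weeks, 4208 in Donor Y, 3784 in live and 2825 in fixed CD8+ cells, and 42293 in live KLM1, 35768 in PBS and 79950 in SSC. The order of live and fixed cells was the same in each source.

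The share of barcodes above the mitochondrial threshold was lower in each fixed library than in its live library at 5%, 7% and 10%. At 5% it was 28.0% in live PBMC, 0.409% at 3 h, 0.354% at 3 weeks, 0.231% in Donor Y, 29.9% in live and 2.06% in fixed CD8+ cells, 95.9% in live KLM1, 4.50% in PBS and 3.09% in SSC. At 10% it was 1.15% in live PBMC, 0 at 3 weeks, 3.41% in live and 0.210% in fixed CD8+ cells, 15.7% in live KLM1, 0.454% in PBS and 0.278% in SSC. Thinned barcodes gave 0 in PBMC at 3 h and 8.09% in live and 0.395% in fixed CD8+ cells.

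The smaller share of barcodes with many genes after fixation depends on the threshold. Above 2 times the median genes of a library lay 2.49% in live PBMC, 4.06% at 3 h, 3.79% at 3 weeks, 7.46% in Donor Y and 1.24% in fixed CD8+ cells. Above 2 times the median UMIs lay 4.50% in live PBMC, 7.43% at 3 h, 7.11% at 3 weeks, 13.4% in Donor Y, and 2.56% in live and 4.02% in fixed CD8+ cells. Scrublet called 1.75% (1.40 to 2.15%) in live PBMC, 0 at 3 h, 3.29% (2.66 to 4.02%) at 3 weeks, 2.72% in Donor Y, and 0.0177% in live and 0 in fixed CD8+ cells. Its score threshold differed between libraries, so that these shares are not on the same scale. It was 0.266 in live PBMC, 0.476 at 3 h, 0.210 at 3 weeks, 0.220 in Donor Y, and 0.556 in live and 0.530 in fixed CD8+ cells. Both thresholds relative to the medians put fixed above live cells.

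Correlations of mean expression are given in the order 3 h with live, 3 weeks with live, 3 weeks with 3 h, CD8+ fixed with live, and KLM1 PBS with live, SSC with live and SSC with PBS. With the log2 of the mean plus 1 they were 0.981, 0.981, 0.995, 0.986, 0.972, 0.915 and 0.953. With a mean of at least 0.25 in both libraries they were 0.967, 0.961, 0.988, 0.974, 0.934, 0.828 and 0.911. Spearman's rho was 0.976, 0.968, 0.979, 0.964, 0.978, 0.935 and 0.960. Raw means gave 0.973, 0.966 and 0.979 in PBMC, and 0.978 for PBS and 0.935 for SSC with live KLM1.

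Counts of genes with a ratio of 2 or more moved by more than 1.5 times in 39 of 50 cases. On CPM, 1007 genes were higher and 309 lower at 3 h, 919 and 732 at 3 weeks, 547 and 1500 in CD8+ cells, and 895 and 1666 in KLM1 in PBS, and in PBMC more genes were higher than lower. This depends on the scaling, whose shift differs between genes. At 3 weeks S100A8 had a ratio of 2.77 on CPM and 1.53 on scaled means, and AC090498.1 3.23 and 2.43. With a scaled mean of at least 0.25 in at least 1 library, which leaves fewer genes, 1 and 476 were higher and lower at 3 h, 5 and 219 at 3 weeks, 6 and 115 in CD8+ cells, 23 and 2272 in PBS, and 1546 and 2178 in SSC. With that mean in both libraries these were 0 and 231, 3 and 78, 1 and 37, 19 and 1112, and 1251 and 869. With raw means and the mean of at least 0.25 in at least 1 library, they were 2 and 375, 15 and 170, 6 and 130, 25 and 2225, and 1507 and 2258. Raw means alone moved the genes higher in CD8+ cells to 173.

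Of 125 values of class shares under the alternatives of the clustering, 106 stayed within their counting intervals and 19 moved. At resolution 0.5 the T-like share was 46.3% in live PBMC, 55.1% at 3 h and 53.0% at 3 weeks, and the dendritic-like share of Donor Y 1.80%. At resolution 2 the T-like share of live PBMC was 44.8%, and in Donor Y T-like or NK-like barcodes were 57.8% and NK-like barcodes 12.2%. With Scrublet calls left out, the T-like share of live PBMC was 46.8% and the dendritic-like share at 3 weeks 2.20%. At 3 h Scrublet made no calls, so that this setting gives no value there. With 20 principal components of 2000 genes, NK-like barcodes were 7.66% in live PBMC, T-like 55.5% and dendritic-like 6.14% at 3 h, dendritic-like 1.88% at 3 weeks, and monocyte-like 24.3% at 3 h and 29.8% at 3 weeks. Without genes of a ratio of 2 or more, the T-like share was 50.6% in live PBMC and 49.4% at 3 weeks, where T-like or NK-like barcodes were 62.7% and myeloid-like barcodes 19.5%. The number of clusters changed in 14 of 19 cases, by more than 1.5 times in 3 of them.

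The share of barcodes with a MYC UMI depends on depth. At 1000 UMIs it was 7.18% in live PBMC, 8.99% at 3 h, 9.53% at 3 weeks and 3.33% in Donor Y, and at 2000 UMIs 13.2%, 17.2%, 17.8% and 5.87%. At 3 h the share was lower than in live cells at full depth and higher at equal depth. The level of monocyte genes in T-like barcodes, from S100A8 and S100A9 only, was 2.10% of the monocyte level in live PBMC, 5.18% at 3 h, 5.09% at 3 weeks and 3.82% in Donor Y, and with Scrublet calls left out 4.69% at 3 weeks. The agreement of ratios with at least 200 UMIs per pair was 0.569 between PBMC and CD8+ cells, 0.392 between PBMC and KLM1, 0.522 between CD8+ cells and KLM1, and 0.776 between 3 h and 3 weeks. It stayed within its interval without mitochondrial and ribosomal protein genes.

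The number of genes called across cell sources depends on the model. Without the cell source as a block, edgeR called 0 genes, 0 of them lower, where 265 genes had an unadjusted p under 0.05, and the adjusted p of each of the 5 named genes rose to 1.00. The libraries of a source were paired by their values, so that this model leaves the differences between sources in its error. Without a filter on low counts it called 753 genes, 276 higher and 477 lower. With each source left out in turn it called between 37 and 1467 genes, between 20 and 498 higher and between 17 and 969 lower. Without KLM1 it was 1467, without PBMC 210 and without CD8+ cells 37, and these fits leave 1 degree of freedom. With the library fixed for 3 h it called 18 genes, 4 of them higher, with KLM1 in PBS 671, 260 higher and 411 lower, and DESeq2 called 674, 331 higher and 343 lower. The 10 genes called by the main model were lower under each of these settings, and the 5 named genes were called in each setting except that without the block. No count of higher genes is therefore firm.

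Depth limits what small shares can show. In PBMC, 0 barcodes above a threshold allow a share of up to 0.0603% in the live library, 0.102% at 3 h and 0.106% at 3 weeks.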

Differences from the paper's values

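A value was taken to differ from the paper's when one was more than 1.5 times the other and the gap was larger than the counting error, and a correlation when the gap was larger than both its error and the paper's rounding. Of 76 values compared, 67 did not differ under these rules and 9 did. The rules are wide: the T-like share of live PBMC, 43.3% (42.0 to 44.7%) against the paper's 55.76%, and the drop in genes at 3 h, 29.1% against the paper's 20%, count among the 67. Each comparison below gives first the value found here and then the paper's.

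The drop in median UMIs of PBMC fixed for 3 h was 43.6%, and the paper's value is about 20%, which it gives for UMIs and genes together in PBMC of Donor X, without naming the time. The medians in the paper's Table S3, 4063 and 2291, also give 43.6%. Of the alternatives set before the data were examined, none closes the gap: barcodes with at least 200 genes gave 43.6%, barcodes under the paper's thresholds 44.7%, the mean 41.3% and equal numbers of barcodes 52.5%.

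The correlation of mean expression between PBMC fixed for 3 weeks and live PBMC was 0.964, and the paper's value is 0.95, as read from its Fig. 3b. The paper's text gives only a range of 0.95 to 0.97 for live with fixed cells, and 0.964 lies within it. The correlation of this pair also differs from 0.95 with the log2 of the mean plus 1 (0.981), with a mean of at least 0.25 in both libraries (0.961), as Spearman's rho (0.968) and with raw means (0.966), all set before the data were examined. Of these, only 0.981 lies outside the range in the text. Between both fixed libraries r was 0.974, and the paper's value is 0.98. Among the alternatives set before the data were examined, Spearman's rho (0.979) and raw means (0.979) do not differ from it, while the log2 of the mean plus 1 (0.995) and the mean of at least 0.25 (0.988) do.

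The number of genes higher by a ratio of 2 or more was 229 at 3 h and 374 at 3 weeks, and the paper's values are 2 and 15. Each alternative set before the data were examined also differs: CPM gave 1007 and 919, raw means 185 and 405, a mean of at least 0.25 in at least 1 library 1 and 5, and in both libraries 0 and 3. Raw means with a mean of at least 0.25 in at least 1 library gave 2 and 15, a setting chosen after seeing the values. The paper does not name these genes, so that how many of them this setting drops cannot be counted.

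The number of mitochondrial genes was 13 in each matrix, and the paper's value is 37. No alternative applies to it.

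The number of clusters of fixed PBMC from Donor Y was 17, and the paper's value is 9. Of the alternatives set before the data were examined, resolution 0.5 gave 12, which does not differ, while resolution 2 gave 21, 20 principal components of 2000 genes 15 and Scrublet calls left out 15, which do. Clustering without genes of a ratio of 2 or more, chosen after seeing the values, gave 16 and differs too.

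The share of NK cells in Donor Y was 16.6%, and the paper's value is 6.98%. It differs under each alternative set before the data were examined, with 16.6% at resolution 0.5, 12.2% at resolution 2, 16.6% with 20 principal components and 16.9% without Scrublet calls, and also without genes of a ratio of 2 or more, chosen after seeing the values, with 16.8%. The share of T-like barcodes there was 45.8%.

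The share of dendritic cells in PBMC fixed for 3 weeks was 4.46%, and the paper's value is 1.77%. Of the alternatives set before the data were examined, 20 principal components of 2000 genes (1.88%) and Scrublet calls left out (2.20%) do not differ from it, while resolution 0.5 (4.99%) and resolution 2 (4.46%) do.

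All 36 sequencing metrics of the paper that the matrices can give lay within 1 of the paper's values.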

Other observations

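The tests of a loss of damaged barcodes, of doublets of T cells and monocytes, of monocyte shares, of the cell cycle, of gene length and GC content, of respiratory chain genes and of other splits, reported above, were chosen only after the results were seen. In this part, the tests of the stress response, of leakage, of fewer UMIs and of fewer doublets were set before the data were examined. The trends with gene length and GC content, the genes of other cells within CD8+ libraries and the lists of S phase, G2 and M phase and nuclear respiratory chain genes were added after.

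A stop of the stress response by fixation predicts fewer transcripts of immediate early genes in fixed cells than in matched genes. In PBMC the median log2 ratio of CPM was 0.53 at 3 h, with a mean of 0.38, and 0.68 at 3 weeks, with a mean of 0.33, from 11 genes, of which 3 and 4 were lower, and at 3 weeks the list lay at percentile 99.98 of lists matched in expression. The members go both ways, the genes with too few UMIs for the list were mostly lower, and the matching leaves out gene length and GC content, with which the ratios trend. A stop of the stress response therefore stays open. On mean expression per barcode the median at 3 h flips to -0.20, and relative to all genes it was 0.50 at 3 h and 0.67 at 3 weeks. In CD8+ cells its median log2 ratio was 0.12, with a mean of -0.12, at percentile 39.8. In KLM1 it was -0.35 in PBS, at percentile 0.1, and 0.08 in SSC, with a mean of -0.25, at percentile 9.50. On mean expression per barcode the medians were -0.24, -0.91 and -0.05, so that the direction flips in CD8+ cells and in SSC, and relative to all genes they were 0.14, -0.23 and 0.30. An induction of these genes before or during fixation was not tested.

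Leakage of cytoplasmic RNA from KLM1 cells in PBS predicts higher shares of RNA that stays in the nucleus or in mitochondria. MALAT1 rose to 2.62 times its share in live cells, while NEAT1 fell and mitochondrial genes fell as well. Against live cells these values go both ways, so leakage and a loss that differs between genes cannot be told apart. Against fixed cells in SSC, each was higher in PBS, which goes with leakage. MALAT1 had 22777 CPM in PBS and 8391 in SSC, NEAT1 529 and 363, and mitochondrial genes 3.46% and 2.14% of UMIs. The library in SSC may hold cells in another state of growth, so leakage stays open. The paper's reported share of reads in cells is 86.1% in live cells, 53.8% in PBS and 71.9% in SSC, which goes with leakage, but reads outside the cells can also come from broken cells. The barcodes outside the cells were not analysed here.

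Fewer UMIs per barcode could give the smaller share of PBMC above 2500 genes. The share at 3 weeks was 1.66 times that of live PBMC thinned to the same median, and at 3 h 5.94 times. Thinning leaves the spread between barcodes as it was in live cells, so that the part of depth stays open. Fewer doublets after fixation predict fewer barcodes with genes of both T cells and B cells at equal depth. Their share was 0.283% or more in both fixed libraries, against 0.0201% in live PBMC. Free RNA can add to these barcodes, so that a fall of doublets beneath it cannot be excluded. No biological explanation was tested.

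The ratio of fixed over live fell with gene length in each pair. Spearman's rho across genes was -0.17 in PBMC at 3 h, -0.41 at 3 weeks, -0.34 in CD8+ cells, and -0.27 in KLM1 in both PBS and SSC. At 3 weeks, the median log2 ratio of CPM was 0.28 in the shortest 25% of genes and -0.35 in the longest 25%, and in KLM1 in SSC 0.10 and -0.88. With GC content rho was 0.22, 0.42, -0.04, -0.16 and -0.15 in the same order, so that the sign differs between sources.

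Further lists are given as median log2 ratios of CPM in the order PBMC at 3 h, PBMC at 3 weeks, CD8+ cells, KLM1 in PBS and KLM1 in SSC. Mitochondrial genes were at -1.28, -1.65, -1.45, -1.25 and -1.76, with 12 of 13 genes lower at 3 h and 13 of 13 in the others. Ribosomal protein genes, 83 or 84 of 85 used, were at -0.36, -0.20, -0.08, -0.08 and -0.61, and relative to all genes on mean expression per barcode at -0.49, -0.10, -0.03, 0.08 and -0.26, so that the direction in PBS flips. Heat shock genes, 9 of 10 used in CD8+ cells and all 10 in the others, were at 0.19, 0.16, 0.39, 0.71 and 1.55. On mean expression per barcode the direction flips in PBMC and CD8+ cells, while relative to all genes on that scale the medians were 0.06, 0.21, 0.34, 0.89 and 1.83. MALAT1 and NEAT1 had medians of 0.30, -0.22, -1.16, 0.35 and -0.64, from members that go different ways in PBMC and in PBS. Nuclear respiratory chain genes, 71 of 71 used, were at 0.28, 0.42, 0.26, 0.23 and 1.05. S phase genes were at 0.26, 0.21, 0.28 and 0.37 before KLM1 in SSC, and G2 and M phase genes at 0.32, -0.25, 0.07 and 0.08. Relative to all genes on means the latter were at -0.08, -0.18, 0.12 and 0.19, so that the direction at 3 h flips.

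In CD8+ cells, B-like clusters held 2.33% of live and 4.25% of fixed barcodes, and myeloid-like clusters 5.56% and 2.27%. Monocyte genes in T-like or NK-like barcodes were at 0.371% (0.354 to 0.388%) of the level in the monocyte cluster in live and 1.41% (1.36 to 1.47%) in fixed cells, 3.81 times as much. Genes of T cells in B-like barcodes were at 8.39% and 23.1% of the level in T-like barcodes, 2.75 times as much.

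In the test across cell sources, MYC had a log2 fold change of 0.94 (adjusted p = 0.178), MALAT1 of 0.20 (0.510) and NEAT1 of -1.34 (0.139), none past the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.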
